# Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1

**DOI:** 10.1038/s41422-019-0264-2

**Published:** 2019-12-18

**Authors:** Qi Yin, Hongye Wang, Na Li, Yifu Ding, Zhenfei Xie, Lifang Jin, Yan Li, Qiong Wang, Xinyi Liu, Liuqing Xu, Qing Li, Yongjian Ma, Yanbo Cheng, Kai Wang, Cuiqing Zhong, Qian Yu, Wei Tang, Wanjin Chen, Wenjun Yang, Fan Zhang, Chen Ding, Lan Bao, Bin Zhou, Ping Hu, Jinsong Li

**Keywords:** Developmental biology, Biological techniques

## Abstract

Multisystem manifestations in myotonic dystrophy type 1 (DM1) may be due to dosage reduction in multiple genes induced by aberrant expansion of CTG repeats in *DMPK*, including *DMPK*, its neighboring genes (*SIX5* or *DMWD*) and downstream *MBNL1*. However, direct evidence is lacking. Here, we develop a new strategy to generate mice carrying multigene heterozygous mutations to mimic dosage reduction in one step by injection of haploid embryonic stem cells with mutant *Dmpk*, *Six5* and *Mbnl1* into oocytes. The triple heterozygous mutant mice exhibit adult-onset DM1 phenotypes. With the additional mutation in *Dmwd*, the quadruple heterozygous mutant mice recapitulate many major manifestations in congenital DM1. Moreover, muscle stem cells in both models display reduced stemness, providing a unique model for screening small molecules for treatment of DM1. Our results suggest that the complex symptoms of DM1 result from the reduced dosage of multiple genes.

## Introduction

Myotonic dystrophy type 1 (DM1) is a complex disease with variable pathological phenotypes, disease severities, and onset ages.^1–3^ The major symptoms include myotonia, muscle wasting, muscle weakness, cardiac conduction defects, cataracts and insulin resistance.^3^ DM1 is a genetic disease caused by the expansion of a CTG repeat in the 3′-untranslated region of the dystrophia myotonica protein kinase (*DMPK*) gene.^4–6^ Usually, with an increasing number of the repeats, respiratory failure and mental retardation can be observed in the most severe form of the disease (congenital DM1, CDM).^7–10^ A large number of studies have shown that the triple repeat expansion not only reduces the protein or mRNA levels of *DMPK* (haploinsufficiency model),^11–13^ but also alters the adjacent chromatin structure and reduces the expression of the neighboring genes,^14–17^ including downstream *SIX5*^18–22^ and upstream *DMWD*^23^ in DM1 cells or patients (local chromatin structure change model), albeit with controversial observations.^24–26^ Moreover, numerous studies have also shown that nuclear-accumulated RNA containing the expanded CUG repeats aberrantly recruits splicing regulators, such as *MBNL1*, and forms the ribonuclear aggregates (foci) in nucleus (RNA toxicity model), leading to misregulation of alternative splicing.^27–32^ Mouse models carrying one mutation in *Dmpk*, *Six5* or *Mbnl1*^33–37^ could only partially recapitulate the multisystem manifestations of DM1 patients.^3^ Moreover, the defects could only be observed in homozygous mutant mice (the affected proteins were completely absent), while the affected proteins were indeed present with a decreased level in human patients. Another set of DM1 mouse models are generated by overexpression of the CTG repeats;^38^ however, they could not fully recapitulate human phenotypes either.^38^ As an example, though the transgenic mouse model carrying human skeletal actin (*HSA*) gene and expressing ~250 untranslated CUG repeats in the muscle (*HSA*^LR^) can recapitulate multiple muscle phenotypes associated with DM1, it does not exhibit other common DM1-related symptoms, such as muscle wasting and cataract.^39^ Meanwhile, this model cannot mimic CDM symptoms.^39^ The potential reason might be that the random insertion of transgenes in chromatin does not affect the expression of *Dmwd*-*Dmpk*-*Six5* locus, which may be also involved in the development of complex symptoms of DM1.^39^ Moreover, muscle-specific overexpression of the repeats cannot mimic the state in human patients who carry the expanded repeats in whole body. Interestingly, a mouse model with an expanded human (CTG)_84_ repeat inserted in the endogenous *Dmpk* gene displays no overt outward anomalies,^40^ suggesting that species-specific chromatin structure at *Dmwd*-*Dmpk*-*Six5* locus may result in different expression states of local genes, leading to distinct phenotypes in human and mouse. Taken together, mouse DM1 models that better recapitulate varieties of human symptoms are required to fully understand the underlying mechanism of DM1.

The multisystem symptoms of DM1 may be caused by the combination of different mechanisms, with down-regulation of multiple genes, including *DMWD*-*DMPK*-*SIX5* and *MBNL1*.^41,42^ However, the direct evidence to support this notion is missing due to challenges to generate mice carrying multiple gene mutations simultaneously. It is time- and labor-consuming to generate mice carrying triple or quadruple mutations using conventional methods. Recently, mouse androgenetic haploid embryonic stem cells (AG-haESCs) have been successfully developed as sperm replacement to efficiently produce semi-cloned (SC) animals by injection into oocytes (intracytoplasmic AG-haESC injection, ICAHCI).^43–45^ AG-haESCs enable efficient and stable one-step generation of mice with multiple heterozygous mutant genes by ICAHCI of haploid cells carrying these mutations,^43^ allowing production of sufficient numbers of SC offspring for analyses in one generation. Thus, the haploid ESC-mediated semi-cloning technology may provide an ideal tool to generate mouse models with multiple heterozygous mutant genes in one step to mimic the reduced expression of multiple genes in human complex diseases.

In this study, we tested our hypothesis by generating triple and quadruple heterozygous mutant mice in one step through injection of haploid ESCs carrying triple or quadruple mutant genes (*Dmpk*, *Six5* and *Mbnl1 or Dmpk*, *Six5*, *Mbnl1* and *Dmwd*) into oocytes and comparing these mutant mice with wild-type (WT) SC mice. Mice with triple mutations exhibited most of the major pathogenic phenotypes observed in adult-onset DM1 patients. Mice with quadruple mutations could mimic symptoms of patients from the most severe form of DM1, CDM. Interestingly, differentiation of muscle stem cells (MuSCs) is defective in both models due to stemness reduction, which recapitulates the defects in human DM1 patients. These MuSCs provide a novel system for screening drugs to treat muscle problems in DM1 in the future.

## Results

### Generation of a novel DM1 model carrying mutations in *Dmpk*, *Six5* and *Mbnl1*

We first examined the feasibility of semi-cloning technology to generate mouse models of DM1 carrying a single mutant gene by injection of haploid cells carrying a mutation in *Dmpk*, *Six5* or *Mbnl1*, the three well-studied DM1-related genes. A haploid cell line (termed *H19*^*ΔDMR*^*-IG*^*ΔDMR*^-AGH or O48) that has been reported to efficiently support SC mouse generation^43^ was used in this study. We generated haploid ESC lines carrying mutant *Dmpk*, *Six5* or *Mbnl1* (referred to as ΔDmpk-O48, ΔSix5-O48 and ΔMbnl1-O48, respectively) (Supplementary information, Figs. S1–3) and found that these cells efficiently supported the generation of live SC pups carrying heterozygous mutant *Dmpk*, *Six5* or *Mbnl1* by ICAHCI (Supplementary information, Table S1). Mutant SC mice grew up normally to adulthood and showed similar growth curves to those of WT SC mice produced from O48 (Supplementary information, Figs. S1–3). Histological analysis of adult mice (4-6-month old) showed no obvious phenotypic abnormality in the muscle of *Dmpk*^+/−^, *Six5*^+/−^ or *Mbnl1*^+/−^ SC mice (Supplementary information, Figs. S1–3).

We then set out to generate SC mice carrying triple mutations of *Dmpk*, *Six5* and *Mbnl1* in one step using ICAHCI. We disrupted *Six5* and *Mbnl1* in ΔDmpk-O48-1 cells that have been analyzed as shown in Supplementary information, Fig. S1 and generated stable haploid cell lines carrying triple knockouts (termed ΔDSM-O48) (Fig. 1a, b). 

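Genomic DNA of 3 haploid ESC lines was analyzed by whole-genome sequencing, with 1 library per line. The lines were the parental O48 line (WT, passage 40), ΔDSM-O48-1 cells (passage 60) and ΔDSMD-O48-2 cells (passage 70), which were derived from ΔDSM-O48-1 cells by mutating *Dmwd* in addition. O48 is an androgenetic haploid ESC line, which carries only a paternal genome, and it lacks the *H19* and *IG* DMRs. The paper describes androgenetic haploid ESCs as a replacement for sperm that is injected into oocytes. The authors deposited 1 table of single-nucleotide variants in exons, called over the 3 libraries together. For each line it gives a genotype and the counts of all reads, of reference reads and of alternate reads at the site. The paper's text names no variant caller and no filter for this table, and the lowest quality score of a site in it was 30.1. The table has 14685 entries, 1 per transcript, at 11635 positions, and 11650 single-base substitutions were taken from it. The reference base was that of the mouse genome build GRCm38.p6 at all 11633 positions with a substitution. The median depth at these sites was 32 reads in O48, 33 reads in ΔDSM-O48-1 and 32 reads in ΔDSMD-O48-2. A substitution was counted in a line when the authors' genotype there was not the reference and the site had at least 10 reads. This gave 9286 substitutions in O48, 9376 in ΔDSM-O48-1 and 9450 in ΔDSMD-O48-2. In a haploid line, a heterozygous genotype means that reads with the reference base and reads with the alternate base were found at the same position. Such genotypes made up 55.6% of the substitutions of O48 (95% confidence interval 54.6% to 56.6%, exact Clopper-Pearson), 55.6% of those of ΔDSM-O48-1 (54.6% to 56.6%) and 55.5% of those of ΔDSMD-O48-2 (54.5% to 56.5%). No test between the lines was run. Close shares were largely set by common sites, since 3439 substitutions were heterozygous and 4053 homozygous in all 3 lines. The median share of alternate reads was 26.9%, 27.3% and 27.3% at heterozygous sites of the 3 lines and 100% at homozygous sites of each. With a share of alternate reads of at least 0.2 in place of the genotype, 43.1% of the substitutions of O48 had a share below 0.8. Because there was 1 library per line, no replicate spread could be measured, and a test on reads compares the libraries and not the genotypes. Intervals and limits cover counting error only. The table covers substitutions in exons and at their edges, and small insertions and deletions were not analysed here.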

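The sgRNA for *Dmpk*, GCCCATTGCAGCAAGGCTTA, matches chromosome 7 of GRCm38.p6 from 19085990 to 19086009 on the plus strand, next to the PAM AGG, in coding exon 2 of 15 exons of *Dmpk*. With 40 bases on each side, the region reads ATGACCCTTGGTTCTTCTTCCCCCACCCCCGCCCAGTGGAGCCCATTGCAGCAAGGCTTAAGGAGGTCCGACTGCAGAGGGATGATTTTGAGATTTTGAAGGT. The sgRNA for *Six5*, GTCTGATGGGAACCCCACTA, matches chromosome 7 from 19096235 to 19096254 on the plus strand with the PAM CGG, in coding exon 2 of 3 exons of *Six5*. A pair of sgRNAs was used for *Mbnl1* on chromosome 3. The upstream sgRNA, GCTGCAACACTATCTGTGAT, matches intron 1 from 60528415 to 60528434, and the downstream sgRNA, GGTACATGGTACTCTAAATT, matches intron 2 from 60529859 to 60529878. The cut sites are 1444 bp apart and enclose exon 2 of the annotated transcript (60528756 to 60529804, 1049 bp), which the paper numbers exon 3. Other sites that these sgRNAs could cut were searched for on chromosomes 1 to 19, X and Y, as matches of 20 bases followed by an NGG PAM with up to 4 mismatches. No sgRNA had a site with 1 mismatch. The *Dmpk* sgRNA had 1 site with 2 mismatches, 9 with 3 and 103 with 4. Its site with 2 mismatches, GCCCATTTCAGCAAGGCTTG with the PAM GGG, lies on the minus strand of chromosome X from 161997926 to 161997948, outside the exons of *Nhs*, and differs from the sgRNA by G8T and A20G (positions counted from 1 at the 5′ end). The *Six5* sgRNA had 6 sites with 3 mismatches and 84 with 4, the upstream *Mbnl1* sgRNA 6 and 99, and the downstream *Mbnl1* sgRNA 4 and 64. With the sgRNA for *Dmwd* included, 584 such sites were found, and 37 of them (6.34%) lay within 10 bp of an annotated exon, where the table could show a substitution.
Substitutions were called line-specific when O48 had the reference genotype, ΔDSM-O48-1 or ΔDSMD-O48-2 did not, and all 3 lines had at least 10 reads. There were 1692 line-specific substitutions, of which 521 were carried by ΔDSM-O48-1 and ΔDSMD-O48-2 and 563 by ΔDSM-O48-1 only. Of the 1692, 0 lay within 10 bp of a predicted site, which allows a share of up to 0.177%, and of the 7588 substitutions carried by all 3 lines, 0 did (up to 0.0395%). With 0 in both groups, a test between them carries no information. The count of line-specific substitutions near a predicted site was 0 under the 13 alternatives run for it, of which 2 were chosen after seeing the data. Alternatives that keep only a part of the calls or of the predicted sites could give no other count. For comparison, 566 substitutions were carried by O48 only, all of them heterozygous. The median share of alternate reads was 20.8% at the sites carried by ΔDSM-O48-1 and ΔDSMD-O48-2 and 22.2% at the sites of ΔDSM-O48-1 only. Transitions made up 40.6% of the line-specific substitutions (38.3% to 43.0%) and 64.3% of the shared ones (63.2% to 65.4%), with p = 4.7e-71 (two-sided Fisher's exact test). The test and the intervals take calls as independent, while 84.1% of the line-specific ones had another call within 100 bp. Without such calls the shares were 36.8% and 68.3% (two-sided Fisher's exact test, p = 4.9e-23). Of the 521 sites, 22 were homozygous in both lines and 4 were heterozygous in ΔDSM-O48-1 and homozygous in ΔDSMD-O48-2, and 1 of the 563 sites was homozygous. At the 22 sites, which lie in 21 genes on 13 chromosomes, all reads of ΔDSM-O48-1 (17 to 44 per site) and no read of O48 (21 to 43 per site) had the alternate base. The largest p for 1 of these sites, ΔDSM-O48-1 against O48, was 1.4e-13 (two-sided Fisher's exact test on the reads). The sites were chosen for this difference in genotype, so the p reflects their depth only. The nearest site of any sgRNA with up to 5 mismatches and an NGG or NAG PAM was 2485 bp away. Of the 22, 8 were nonsynonymous, 4 synonymous, 7 in a 3′ UTR, 2 stop-gain and 1 at a splice donor. The stop-gain changes were C5* in a gene listed as id34949 (G124129942T on chromosome 2, all 25 reads of ΔDSM-O48-1 and 0 of 21 reads of O48) and R403* in *Gm7168* (A13949579T on chromosome 17, all 38 reads and 0 of 30 reads), and the splice donor change was T74673012C on chromosome 1 in *Ttll4* (all 34 reads and 0 of 24 reads). In these tokens the reference base comes first and the position is that on the chromosome. Stop-gain, stop-loss and splice-site changes at heterozygous sites of ΔDSM-O48-1 had alternate shares of 7.79% to 24.6% where ΔDSMD-O48-2 carried them too (*Cdv3*, *Gm13152*, *Heatr7b1*, LOC100504180, *Muc4*, *Vmn2r117*, *Vmn2r89* and id109403). Those of ΔDSM-O48-1 only had shares of 8.70% to 54.5% (*Brpf3*, *Gm9614*, *Ift122*, *Inppl1*, *Muc4*, *Obsl1*, *Ssrp1*, *Tk1*, *Tra2b*, *Trafd1*, *Vmn2r88*, id180072, id208462, id231752, id239244 and id45). Reads of O48 had the alternate base too at 3 of the 10 heterozygous sites of both lines (in *Gm13152*, *Heatr7b1* and id109403) and at 1 of the 22 sites of ΔDSM-O48-1 only (in *Muc4*), and 4 of the 10 and 5 of the 22 had a p of 0.05 or more for ΔDSM-O48-1 against O48 (two-sided Fisher's exact test on reads). At 2 of the 22 sites, ΔDSMD-O48-2 had alternate reads as well. Several of the splice-site changes are to C, such as those in *Ssrp1*, *Ift122* and *Brpf3*. Heterozygous line-specific calls did not follow the descent of the lines, so those named here may not be mutations of the lines. Among the 10 line-specific nonsynonymous changes with the highest depth, S42R in *Sfi1* was in 87 of 1140 reads of ΔDSM-O48-1 (7.63%) and in 0 of 1189 reads of O48, while E80K in *Gm17019* was in 53 of 377 reads of ΔDSM-O48-1 and also in 38 of 376 reads of O48, which has the reference genotype there (p = 0.117, two-sided Fisher's exact test).

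**Figure D1:**
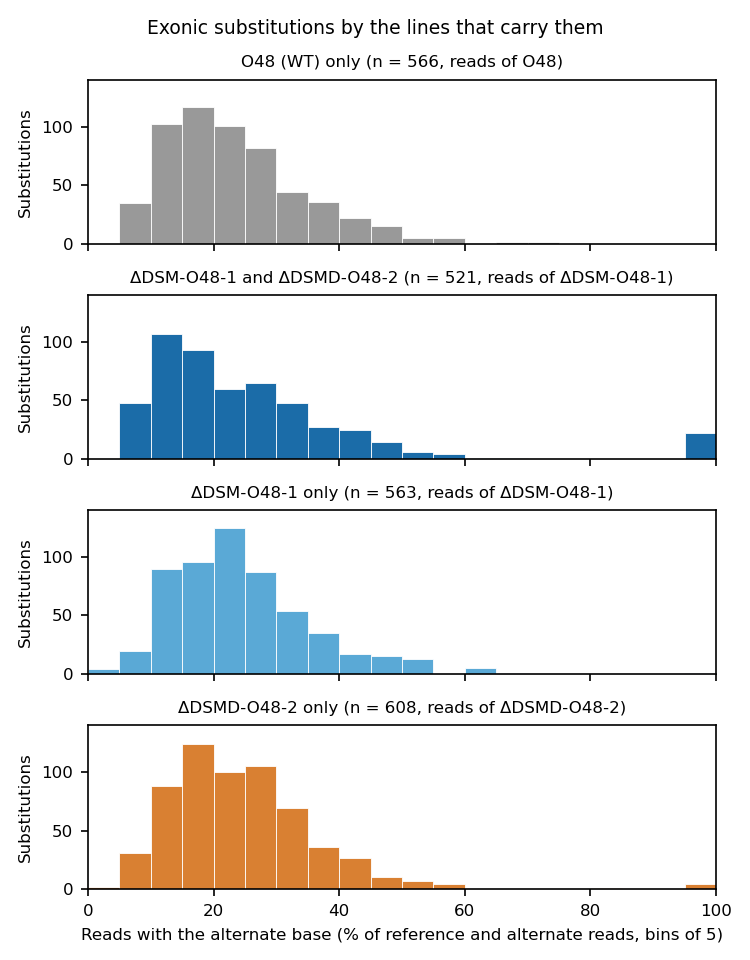
Exonic substitutions carried by O48 only (566), by ΔDSM-O48-1 and ΔDSMD-O48-2 (521), by ΔDSM-O48-1 only (563) and by ΔDSMD-O48-2 only (608). The horizontal axis is the share of alternate reads in percent in bins of 5, taken from the line named in each panel, and the bars give the number of substitutions per bin. Nearly all lie below 60% in every panel, and the 22 homozygous substitutions of ΔDSM-O48-1 and ΔDSMD-O48-2 stand at 100%.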

Whole-genome sequencing analysis showed no off-target effect in ΔDSM-O48-1 cells (Supplementary information, Table S2). ICAHCI experiments showed that ΔDSM-O48 cells (from two cell lines, i.e., ΔDSM-O48-1 and ΔDSM-O48-2) could reproducibly produce live SC pups (termed DSM-TKO SC mice) after injection into oocytes (Fig. 1b; Supplementary information, Fig. S4a and Table S1). Over 90% of DSM-TKO SC pups grew up to adulthood and showed similar growth profiles to those of WT SC mice (Fig. 1c and Supplementary information, Table S1). We then examined muscle phenotypes commonly observed in DM1 patients, including myotonia, muscle weakness and muscle wasting, in DSM-TKO SC mice. Electromyography (EMG) test in skeletal muscle demonstrated myotonia in adult DSM-TKO SC mice (Fig. 1d). Mouse treadmill assay and grip strength test revealed that DSM-TKO SC mice displayed muscle weakness (Fig. 1e, f); and rotarod test indicated that DSM-TKO SC mice exhibited severe motor defects (Fig. 1g). Histological analysis of tibialis anterior (TA) muscles from DSM-TKO SC mice revealed several main histological hallmarks of muscles from DM1 patients, including increased number of nuclear clump and decreased fiber size (shown as the myofiber cross-sectional area (CSA), a sign of muscle wasting) (Fig. 1h, i). Meanwhile, consistent with the clinical observations, dystrophin (Dys) expression in DSM-TKO SC mice was normal (Supplementary information, Fig. S4b), while fiber type analysis indicated an increased ratio of type I (slow) myofiber and a decreased CSA of type I in DSM-TKO SC mice (Supplementary information, Fig. S4c). Abnormalities of diaphragm muscle and small intestine were also observed (Supplementary information, Fig. S4d, e), implying the potential breathing and digestive dysfunctions in DSM-TKO SC mice. We next analyzed the cardiac structure and function in adult DSM-TKO SC mice because heart abnormalities are common in DM1 patients.^46^ Echocardiography (ECG) did not show obvious structural and functional abnormalities in 4-month-old DSM-TKO SC mice (Supplementary information, Fig. S4f, g). However, 12-month-old DSM-TKO SC mice exhibited a significantly lower ejection fraction (Supplementary information, Fig. S4g), probably induced by increased myocardial fiber abnormalities in DSM-TKO SC mice (Supplementary information, Fig. S4h).

**Fig. 1:**
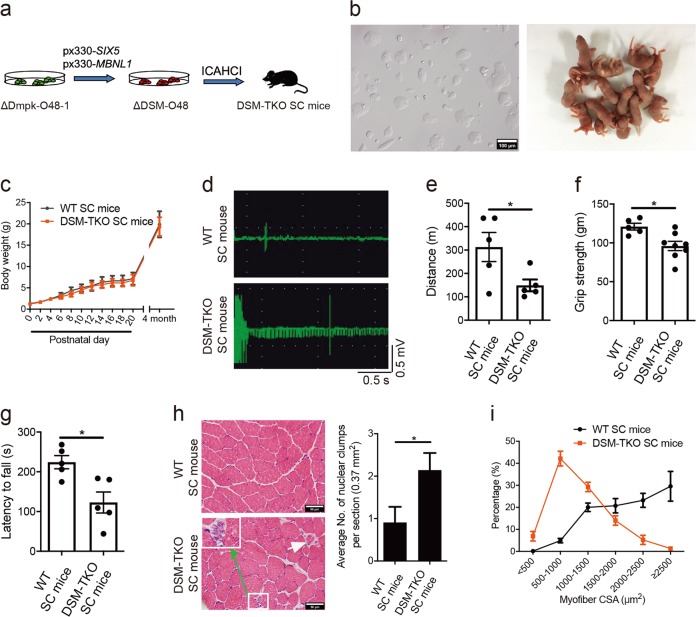
SC mice carrying heterozygous mutations in *Dmpk*, *Six5* and *Mbnl1* exhibit typical DM1-associated muscle defects. **a** Diagram of DSM-TKO SC mice generated by ICAHCI of ΔDSM-O48 cells carrying mutatnt *Dmpk*, *Six5* and *Mbnl1*. **b** Images of cultured ΔDSM-O48-1 haploid ESCs and newborn SC pups from ΔDSM-O48-1 cells. Scale bar, 100 μm. **c** Body weight analysis of DSM-TKO and WT SC mice (*n* > 5 per group, means ± SD). **d** EMG analysis of TKO SC mice (WT SC mice, *n* = 3; DSM-TKO SC mice, *n* = 2, 4-month old). **e-g** Muscle weakness of DSM-TKO SC mice was determined by treadmill test (**e**) (*n* = 5 per group, 4-month old), forelimb grip strength test (**f**) (WT SC mice, *n* = 5; DSM-TKO SC mice, *n* = 8, 4-month old) and rotarod test (**g**) (*n* = 5 per group, 4-month old). Unpaired Student’s *t*-test, *P < 0.05. **h** H&E staining of TA muscles from DSM-TKO and WT SC mice, DSM-TKO mice showing nuclear clump (green arrow) and atrophic fiber (white arrow) (WT SC mice, *n* = 11; DSM-TKO SC mice, *n* = 7, 4-month old). Unpaired Student’s *t*-test, *P < 0.05. Scale bars, 50 μm. **i** TA myofiber CSA analysis (*n* = 3 per group, 4-month old)

These data demonstrate that *Dmpk*^+/−^; *Six5*^+/−^; *Mbnl1*^+/−^ SC mice can be generated in one step using haploid cells carrying triple mutations. DSM-TKO SC mice mimic the phenotype of reduced dosage of three genes and display more severe pathological consequences compared to DM1 models carrying single homozygous mutation (Supplementary information, Table S3), providing a new model of DM1. However, DSM-TKO SC mice cannot mimic several phenotypes frequently observed in DM1 patients, such as cataracts and CDM symptoms, implying that other genes may be involved.

### *DMWD* is involved in DM1

It has been shown that expansion of the CTG repeats in *DMPK* produces allele-specific effects on transcription of the two adjacent genes, *SIX5* (downstream of *DMPK*) and *DMWD* (upstream of *DMPK*) through changes of the local chromatin structure, leading to down-regulation of *SIX5* and *DMWD* in DM1 patients.^14,18–21,23,47–51^ The effects of *SIX5* in DM1 have been well characterized using *Six5*-knockout mice;^35,36,52^ however, the role of *DMWD* in DM1 has not been analyzed yet. We set out to test the function of *Dmwd* by generating haploid cells carrying mutant *Dmwd* gene using CRISPR-Cas9 (Fig. 2a).^53^ Ten stable cell lines carrying mutant *Dmwd* gene (termed ΔDmwd-O48) were obtained (Fig. 2b, c). By injecting these cells into oocytes, live SC pups could be efficiently produced (Fig. 2d and Supplementary information, Table S1). *Dmwd*^+/−^ SC mice grew up to adulthood normally (Fig. 2e, f; Supplementary information, Table S1). Phenotype analysis showed that the myofiber CSA was dramatically reduced in adult *Dmwd*^+/−^ mice (Fig. 2g, h), suggesting that *DMWD* is involved in pathological mechanism of DM1. However, other symptoms of DM1, such as cardiomyocyte defects, cataracts, and abnormalities of diaphragm muscle and small intestine (Fig. 2i), cannot be observed in *Dmwd*^+/−^ mice, suggesting that *DMWD* is not sufficient to account for all the complex multisystem symptoms of DM1.

**Fig. 2:**
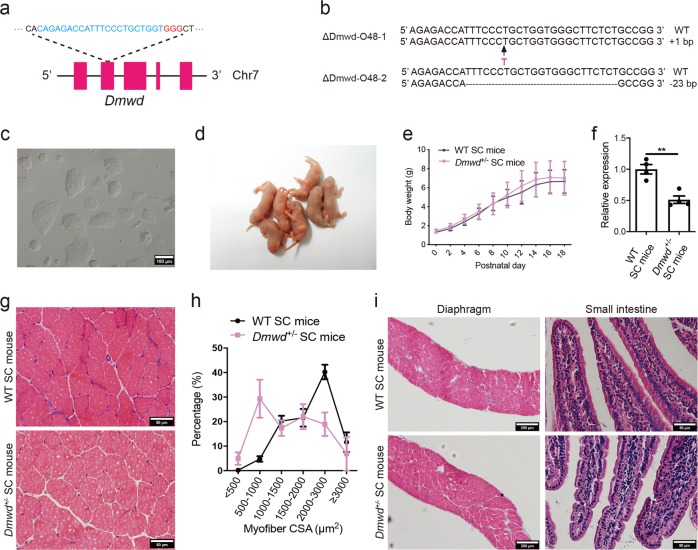
Generation of *Dmwd*^*+/*−^ SC mice through ICAHCI of haploid cells carrying mutant *Dmwd*. **a** Schematic of the sgRNA targeting *Dmwd*. **b** Sequences of the *Dmwd* gene in two cell lines (ΔDmwd-O48-1 and ΔDmwd-O48-2) carrying CRISPR-Cas9-induced gene modifications. **c** Phase-contrast image of ΔDmwd-O48-1 cell line. Scale bar, 100 μm. **d** Newborn SC pups generated from ΔDmwd-O48-1 cells. **e** Average body weight of *Dmwd*^*+/*−^ SC mice and WT SC mice (*n* > 8 per group, means ± SD). **f** Transcription analysis of *Dmwd* in TA muscles showed that the transcription level of *Dmwd* was significantly lower in *Dmwd*^*+/*−^ SC mice compared with WT SC mice (*n* = 4 per group, 4-6-month old). Unpaired Student’s *t*-test, **P < 0.01. **g** Representative images of H&E staining of TA muscles from *DMWD*^*+/*−^ SC mice and WT SC mice (4-6-month old). Scale bars, 50 μm. **h** CSA analysis of TA muscle showed muscle wasting in *DMWD*^*+/*−^ SC mice (*n* = 3 per group, 4-6-month old). **i** Representative images of H&E staining showed normal histological structure of diaphragm and small intestine in *DMWD*^*+/*−^ SC mice (4-6-month old). Scale bars, 200 µm for diaphragm; 50 µm for small intestine

### Mice carrying quadruple mutations show typical symptoms in CDM patients

Next, we tested whether compound loss of *Dmpk*, *Six5*, *Mbnl1* and *Dmwd* could give rise to a mouse model recapitulating the most of the symptoms in DM1 patients and the more severe CDM manifestations. We further mutated *Dmwd* gene in ΔDSM-O48-1 cells and generated stable haploid cell lines carrying quadruple mutations (termed ΔDSMD-O48) (Fig. 3a). 

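The sgRNA drawn for *Dmwd* in Fig. 2a, GAGACCATTTCCCTGCTGGT, matches chromosome 7 of GRCm38.p6 from 19078145 to 19078164 on the plus strand with the PAM GGG, in coding exon 2 of 5 exons of *Dmwd*. The oligos listed for *Dmwd* in Table S4 give another sgRNA, GGCTTCTACAAGCTGCTCCC, which matches coding exon 1 from 19076360 to 19076379 with the PAM CGG. Around the latter site the sequence is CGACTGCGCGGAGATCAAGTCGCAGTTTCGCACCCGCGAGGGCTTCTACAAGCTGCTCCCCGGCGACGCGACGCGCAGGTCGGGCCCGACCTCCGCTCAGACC. With an NGG PAM, the sgRNA of Table S4 had 1 site with 2 mismatches, 17 with 3 and 190 with 4, and the sgRNA of Fig. 2a had 2, 24 and 195. The site of the former with 2 mismatches, GGCTTCTAAAAGCTGTTCCC with the PAM TGG, lies on the minus strand of chromosome 5 from 111120457 to 111120479, outside the exons of *Ttc28*, and differs from the sgRNA by C9A and C16T. With NAG PAMs allowed too, the sgRNA of Fig. 2a had 4 sites with 2 mismatches. Of these, only GAGATCATTACCCTGCTGGT with the PAM AAG, on chromosome 11 from 51090627 to 51090649, lies in an exon, that of *9230009I02Rik*. With up to 5 mismatches and either PAM, 0 line-specific substitutions lay within 50 bp of a site of either sgRNA. ΔDSMD-O48-2 cells carried 608 line-specific substitutions at which ΔDSM-O48-1 had the reference genotype, and 0 of them lay within 10 bp of a predicted site of any sgRNA. Some of the 608 had alternate reads in ΔDSM-O48-1, such as R307H in id168241 in 38 of 560 reads there and in 51 of 513 reads of ΔDSMD-O48-2. Of the 608, 604 were heterozygous, with a median share of alternate reads of 22.2%, and 4 were homozygous. The homozygous ones were G55345403A in the 3′ UTR of *Lman2* on chromosome 13 (all 26 reads), C34939410G on chromosome 18, which gives S554T in *Hspa9* (all 22 reads), C129707775T on chromosome 4 in *Khdrbs1*, listed as intragenic (all 31 reads), and A58223637C on chromosome 10, which gives L454V in LOC100504180 (all 17 reads). O48 and ΔDSM-O48-1 had 0 alternate reads at each of the 4 sites, with 16 to 49 reads in O48 and 28 to 56 reads in ΔDSM-O48-1. LOC100504180 holds other line-specific changes with shares far below 100%, such as Q294R in 30 of 357 reads of ΔDSMD-O48-2 (8.40%). The nearest site with up to 5 mismatches and an NGG or NAG PAM lies 455 bp from the change in *Hspa9*. Stop-gain, stop-loss and splice-site changes of ΔDSMD-O48-2 only were all heterozygous, with alternate shares of 9.16% to 54.5%. They lay in *Aatk*, *Bicd2*, *Btbd2*, *E230025N22Rik*, *Gm9241*, *Gm9504*, *Hvcn1*, LOC100861594, *Psap*, *Rcor2*, id103705, id234772, id250034, id73926, id77554 and id77606. Of these 17 sites, 4 (in *Gm9504*, id103705, id73926 and id77554) had alternate reads in O48 and 1 had them in ΔDSM-O48-1, and 7 had a p of 0.05 or more for ΔDSMD-O48-2 against O48 (two-sided Fisher's exact test on reads). Several of the splice-site changes are to C, such as those in *Hvcn1*, *Psap* and *Aatk*. As heterozygous line-specific calls did not follow the descent of the lines, these too may not be mutations of the line. In the 4 targeted genes, the table has no substitution in *Six5*, *Mbnl1* or *Dmwd*, and 6 in the 3′ UTR of *Dmpk* from 19093209 to 19093246. All 6 change to C, 5 of them within 20 bp of a run of 16 C bases and the other 38 bp from it, and the nearest of them is 7203 bp from the *Dmpk* cut site. Within 1000 bp of the cut sites, 0 substitutions are listed.

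**Figure D2:**
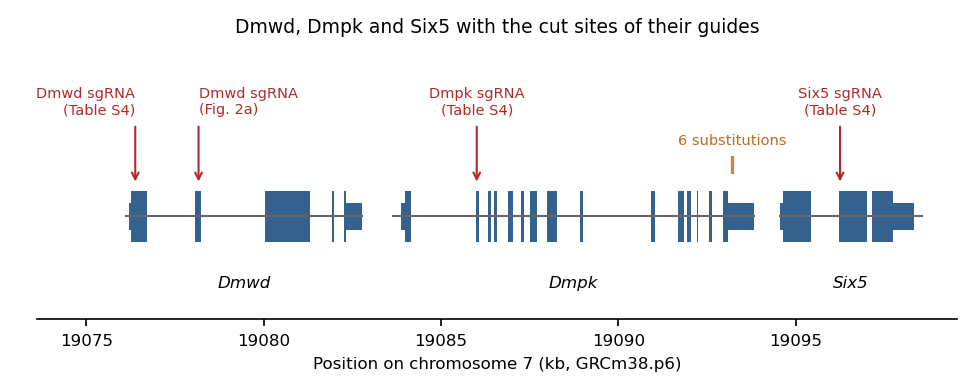
Map of chromosome 7 around *Dmwd*, *Dmpk* and *Six5*, drawn to scale against the position in kb of GRCm38.p6. Tall boxes are coding exons, low boxes are untranslated parts of exons, arrows mark the cut sites of the sgRNAs, and the short vertical strokes mark the 6 substitutions in *Dmpk*, which lie between the cut sites of *Dmpk* and *Six5*.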

Off-target analysis indicated no unexpected mutation site in the tested cells (ΔDSMD-O48-2) (Supplementary information, Table S2). ICAHCI of three lines (ΔDSMD-O48-1, -2 and -3) generated *Dmpk*^+/−^; *Six5*^+/−^; *Mbnl1*^+/−^; *Dmwd*^+/−^ SC mice (DSMD-QKO SC mice) efficiently (Supplementary information, Fig. S5a, b and Table S1). In contrast to mice carrying single or triple mutations, ~22% of newborn DSMD-QKO SC pups with normal body weights died in a couple of hours after birth (Fig. 3b). The autopsy indicated that the lung expansion failure might contribute to the neonatal death of DSMD-QKO SC pups (Supplementary information, Fig. S5c). Lung expansion failure can be caused by dysfunction of diaphragm muscle. We therefore dissected diaphragm from DSMD-QKO SC pups, which showed obvious pathogenic alterations, including reduced myofiber CSA and disorganized myofibers in diaphragm (Fig. 3c, d). Moreover, immunofluorescent staining analysis showed a significant decrease of the complexity of mature neuromuscular junctions (NMJs) in DSMD-QKO diaphragm muscles (Fig. 3e). Taken together, these results indicate that our DSMD-QKO SC mouse model recapitulates the postnatal respiratory insufficiency in CDM patients, which is the main cause of neonatal mortality of CDM patients.^54^ They also suggest that the postnatal respiratory insufficiency in CDM patients may be due to the defects of diaphragm muscle.^55^

**Fig. 3:**
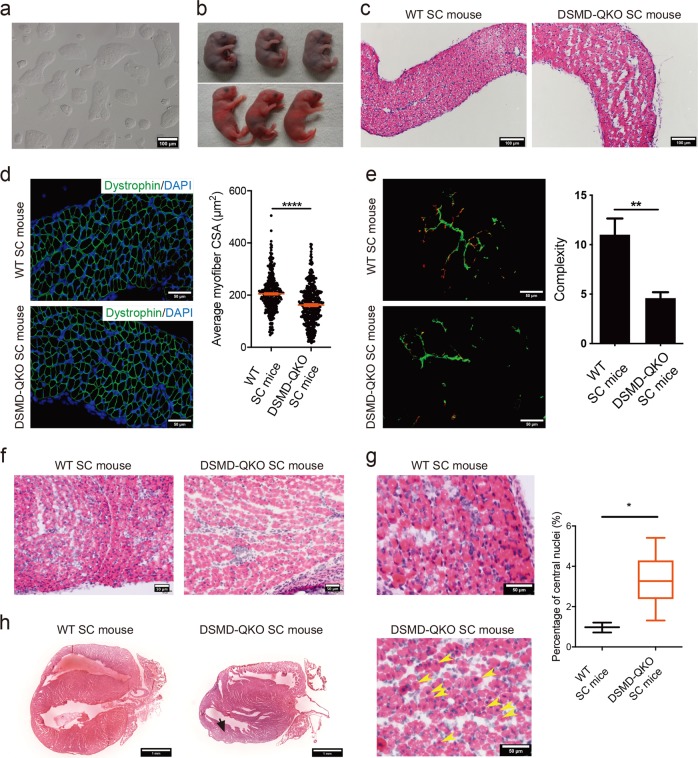
SC mice carrying heterozygous mutations in *Dmpk*, *Six5*, *Mbnl1* and *Dmwd* show CDM phenotypes. **a** Phase-contrast image of cultured ΔDSMD-O48-1 haploid cells. Scale bar, 100 μm. **b** 23% of newborn DSMD-QKO SC pups died during perinatal period (upper), while others survived (lower). **c** H&E staining of diaphragm sections from DSMD-QKO and WT SC pups (P1). Scale bars, 100 μm. **d** Diaphragm CSA analysis of DSMD-QKO and WT SC mice (P1) (*n* = 3 per group). Unpaired Student’s *t*-test, ****P *<* 0.0001. Scale bars, 50 μm. **e** Immunofluorescent staining of bungarotoxin (red) and neurofilament H (green), and complexity analysis of NMJs of DSMD-QKO and WT SC mice (P1) (WT SC pups, *n* = 2; DSMD-QKO SC pups, *n* = 5). Unpaired Student’s *t*-test, **P *<* 0.01. Scale bars, 50 μm. **f** H&E staining of TA muscle sections (P1) showing less myofiber in DSMD-QKO SC mice (2/5). Scale bars, 50 μm. **g** H&E staining of TA muscle of DSMD-QKO and WT SC (P0) mice and the percentage of myofibers containing centrally located nuclei in TA muscle (*n* = 3 per group). Yellow arrows indicate the myofibers with central nuclei. Unpaired Student’s *t*-test, *P < 0.05. Scale bars, 50 μm. **h** H&E staining of heart cryo-sections (P17) showing left ventricular posterior wall attenuation in DSMD-QKO SC mice (2/7, black arrow). Scale bars, 1 mm

We next characterized the growth profiles of DSMD-QKO SC mice. Interestingly, DSMD-QKO SC pups exhibited growth-retarded phenotype (Supplementary information, Fig. S5d-f) and 46% of them died within 3 weeks postnatally (Supplementary information, Table S1). We sacrificed DSMD-QKO SC pups on postnatal day 2 (P2) and observed residual milk in their stomachs, excluding the possibility that they died of feeding difficulties. P2 pups exhibited overt abnormal intestines (Supplementary information, Fig. S5g), consistent with the gastrointestinal abnormalities observed in CDM patients.^54^ Meanwhile, some of the DSMD-QKO SC pups had abnormal talus bone development (Supplementary information, Fig. S5h), recapitulating the distinguishing feature of talipes in CDM patients.^56^ Neonatal hypotonia, another typical manifestation of CDM patients,^54^ was also observed in DSMD-QKO SC pups (Supplementary information, Fig. S5i), probably due to disorganized muscle fibers and less muscle mass (Fig. 3f). The percentage of myofibers containing centrally located nuclei increased in the mutant pups (Fig. 3g), which is a common symptom of DM1 reflecting constantly regenerating muscles with immature fibers.^39,41,57^ Cardiac problem is considered to be a common cause of sudden death in patients with DM1.^46,58^ We then performed ECG test and found that 2 of 7 mice (P17) exhibited ventricular premature beats (Supplementary information, Fig. S5j). Interestingly, these two pups died in a few days after ECG examination. Histological analysis of the heart showed the ventricular and atrial wall attenuation (Fig. 3h). Taken together, DSMD-QKO SC mice represent a novel model that can mimic developmental defects of CDM patients, suggesting that the reduced dosage of multiple genes is responsible for the CDM phenotypes and *DMWD* is involved in the development of DM1 symptoms.

### Adult DSMD-QKO SC mice exhibit typical DM1 phenotypes

DSMD-QKO SC mice, once survived at weaning, could grow up to adult (Supplementary information, Fig. S5d). Western blotting analysis confirmed the reduction of protein levels of DMPK, SIX5, MBNL1 and DMWD in the muscle of DSMD-QKO SC mice (Supplementary information, Fig. S6a, b). Mass spectrometry further confirmed protein reduction in adult QKO SC mice (Supplementary information, Fig. S6c). Interestingly, adult DSMD-QKO SC mice exhibited adult DM1-associated muscle symptoms, including severe myotonia, muscle weakness and motor deficits (4-6-month old) (Fig. 4a, b; Supplementary information, Fig. S7a, b). Histological analysis indicated obvious structural abnormalities in limb muscles, including muscle wasting, and increased number of nuclear clump (Fig. 4c, d; Supplementary information, Fig. S7c, d). Similar histological abnormalities could also be observed in diaphragm muscle (Supplementary information, Fig. S7f). While QKO SC mice on P30 showed a high fraction of myofibers containing central nuclei (Fig. 4e and Supplementary information, Fig. S7e), this histological abnormality was milder with ages, consistent with a phenotype in another DM1 mouse model generated by overexpression of CUGBP1.^59^ Meanwhile, fiber type analysis showed an increased percentage and a decreased CSA of type I myofibers in DSMD-QKO SC mice (Fig. 4f). Moreover, the complementary increase of type II (fast) myofiber CSA was also observed in QKO SC mice (Fig. 4f), representing another severe symptom in DM1 patients.^60^ In addition to muscle abnormalities, adult DSMD-QKO SC mice displayed other prominent DM1-associated features, such as distinct dust-like cataracts (Fig. 4g) that is similar to the symptoms of DM1 patients, overt small intestine abnormalities^54^ and endocrine dysfunction displayed by big variation of endocrine hormone levels in different individuals (Supplementary information, Fig. S7g-i), mimicking the wide variations observed in patients.^61^ Although adult DSMD-QKO SC mice did not show major heart arrhythmias, they exhibited the overt functional defects and histological abnormalities in heart (Supplementary information, Fig. S7j-k).

**Fig. 4:**
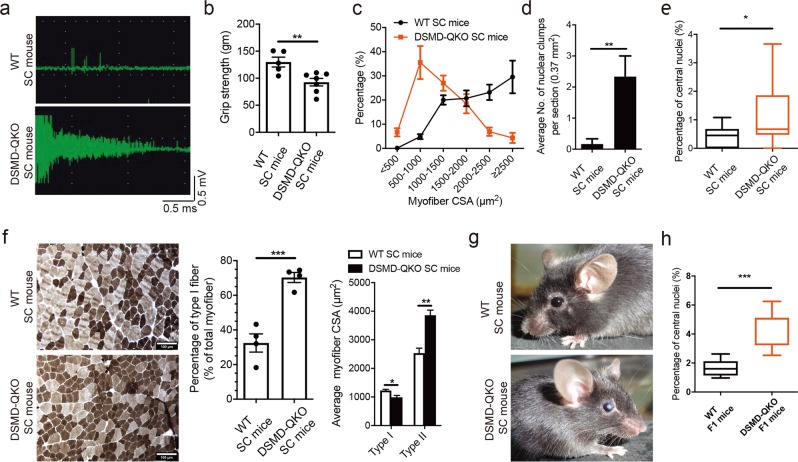
DM1-related pathogenic phenotypes in adult SC mice carrying quadruple mutations. **a** EMG analysis indicates typical waxing-waning myotonia in QKO SC mice (WT SC mice, *n* = 3; DSMD-QKO SC mice, *n* = 5, 4-6-month old). **b** Forelimb grip strength test (WT SC mice, *n* = 5; DSMD-QKO SC mice, *n* = 7, 4-6-month old). Unpaired Student’s *t*-test, **P *<* 0.01. **c** TA CSA analysis (*n* = 3 per group, 4-6-month old). **d** Nuclear clump analysis of TA muscle (WT SC mice, *n* = 6; DSMD-QKO SC mice, *n* = 3, 4-6-month old). Unpaired Student’s *t*-test, **P *<* 0.01. **e** The percentage of myofibers containing centrally located nuclei in TA muscle of QKO and WT SC mice (P30) (*n* = 3 per group). Unpaired Student’s *t*-test, *P < 0.05. **f** Representative images of ATPase staining and fiber type analysis (*n* = 4 per group, 4-6-month old). Unpaired Student’s *t*-test, *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001. Scale bars, 100 μm. **g** Dust-like opacities in eyes of DSMD-QKO SC mice (3/7, 4-6-month old). **h** The percentage of myofibers containing centrally located nuclei in TA muscles of QKO and WT F1 mice (*n* = 5 per group, P0). Unpaired Student’s *t*-test, ***P < 0.001

Since mis-splicing is a characteristic feature of DM1 and the dosage of splicing factor *Mbnl1* is also reduced in our models, we next analyzed splicing profiles of 11 DM1-related genes in P2, P10 and adult mice (4-month old). RT-qPCR analysis demonstrated the misregulation of *Ldb3*, *Serca1*, *m-TTN*, *Tmem63b*, *Sorbs1* and *Spag9* mRNA splicing, while the splicing efficiencies of *Clcn1*, *Ryr1*, *Ryr2* and *Tnnt3* mRNAs were normal (Supplementary information, Fig. S8; data not shown), reflecting the heterogeneity of mis-splicing in patients.^62,63^ A few mis-spliced genes observed in human patients appeared to be normal in our model, suggesting that other splicing factors such as MBNL2^64^ and CUGBP1^59^ might be involved in DM1.

Next, QKO F1 mice were obtained through regular mating with WT males (C57BL/6J background). Consistently, mRNA analysis showed the reduced expression of the four genes in both SC and F1 DSMD-QKO mice (Supplementary information, Fig. S9a). Interestingly, F1 QKO mice exhibited typical phenotypes shown in SC QKO mice, such as splicing abnormalities, TA and diaphragm muscle structure organization defects, and reduced muscle fiber size (Supplementary information, Fig. S9b-e). Furthermore, F1 QKO pups (P0) showed high percentage of the myofibers containing centrally located nuclei in TA muscles (Fig. 4h and Supplementary information, Fig. S9f). Taken together, DSMD-QKO SC mice can recapitulate most of the symptoms in DM1 and CDM (Supplementary information, Table S3), providing another new model for DM1 study. Furthermore, the defects can be passed to F1 of QKO SC mice, further suggesting that the DM1 symptoms caused by reduced dosage of multiple genes are stable.

### MuSCs are defective in DSM-TKO and DSMD-QKO SC mice

Previous studies have shown defects in MuSCs of DM1 patients, including aberrant stemness,^65,66^ abnormal proliferation^65,67,68^ and defective differentiation;^65,69,70^ we thus characterized the MuSCs in TKO and QKO SC mice. Immunofluorescent staining of PAX7, the MuSC marker, indicated similar numbers of MuSCs in TKO, QKO (4-6-month old) and control SC mice at the same age (Fig. 5a). FACS analysis further confirmed that the ratio of MuSCs (CD34^+^:integrin-α_7_^+^:CD31^−^:CD45^−^:CD11b^−^:Sca1^−^)^71^ were not affected in both DM1 models (Supplementary information, Fig. S10a). We then tested the in vitro proliferation ability of TKO and QKO MuSCs using the long-term expansion protocol established by Fu et al.^72^. The results showed that the proliferation abilities of both types of MuSCs were comparable to that from WT SC mice (Supplementary information, Fig. S10b, c).

**Fig. 5:**
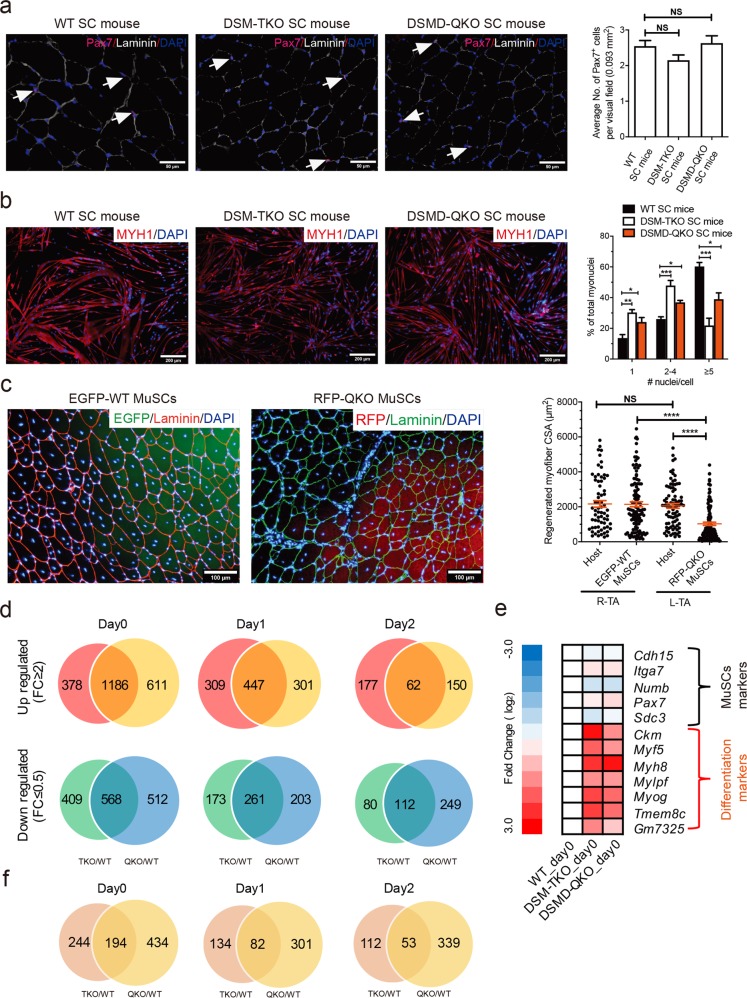
Decreased differentiation potential of MuSCs from TKO or QKO DM1 mice. **a** Representative images of PAX7 immunostaining (pink) in TA muscle sections from adult TKO and QKO mice (4-6-month old, *n* = 3 per group). White arrows indicate PAX7-positive cells. Scale bars, 50 µm. Unpaired Student’s *t*-test. NS, no significant differences. **b** In vitro differentiation of MuSCs (*n* = 3 per group, 2-month old). One-way ANOVA, *P *<* 0.05, **P *<* 0.01, ***P *<* 0.001. Scale bars, 200 μm. **c** In vivo differentiation of EGFP-WT MuSCs and RFP-QKO MuSCs (*n* = 2 per group, 2-month old). R-TA represents TA of right hind leg, while L-TA represents TA of left hind leg. One-way ANOVA, ****P *<* 0.0001. NS, no significant differences. Scale bar, 100 μm. **d** Venn diagrams show that the number of common DEGs between mutant and WT samples dramatically decreased following MuSC differentiation (from Day 0 to Day 2). **e** Heat map of stem cell markers and differentiation markers in DM1 and WT MuSCs. **f** Venn diagrams show that the number of common mis-splicing genes (skipped exon events) between mutant and WT samples dramatically decreased following MuSC differentiation (from Day 0 to Day 2)

We next analyzed the differentiation potentials of TKO and QKO MuSCs by culturing them in differentiation medium as reported previously.^72^ The results showed that the fusion index decreased in myofibers differentiated from both TKO and QKO MuSCs (Fig. 5b). In contrast, MuSCs from a well-established transgenic mouse model expressing long repeat of CUG (*HSA*^LR^), which develops myotonia and myopathy,^39^ did not show differentiation defects in vitro (Supplementary information, Fig. S10c-e). To further confirm that the differentiation defect was cell autonomous, we performed MuSC transplantation experiments. We generated QKO SC mice carrying RFP transgene (termed RFP-QKO SC mice) and control SC mice carrying EGFP transgene (EGFP-WT SC mice) (Supplementary information, Fig. S11a, b) and then obtained MuSCs from the two strains, respectively. Consistent with the above results, RFP-QKO MuSCs showed normal proliferation ability and decreased in vitro differentiation potential (Supplementary information, Fig. S11c). We next transplanted RFP-QKO or EGFP-WT MuSCs to TA muscles of non-fluorescent WT recipients. The results showed that the CSA of RFP^+^ myofibers (myofibers generated from the transplanted RFP-QKO MuSCs) was significantly smaller than that of the EGFP^+^ myofibers generated from the transplanted EGFP-WT MuSCs (Fig. 5c). Since both types of MuSCs shared the same recipient microenvironment, we conclude that the differentiation defects of QKO MuSCs are cell autonomous. Together, these results demonstrate decreased differentiation potential of MuSCs in TKO and QKO SC mice, mimicking another important symptom in DM1 patients.

We next attempted to reveal the underlying mechanisms by comparing the genome-wide gene expression profiles of MuSCs (Day 0) and differentiating cells (Day 1 and Day 2) between mutant and normal SC mice (Supplementary information, Fig. S12a). Clustering analysis indicated that cells with the same differentiation stage rather than with the same genotype exhibited higher correlation (Supplementary information, Fig. S12b), suggesting that TKO and QKO mutations do not dramatically change the cell fate. Interestingly, the total number of differentially expressed genes (DEGs) between mutant and WT cells dramatically decreased after induction of differentiation (Fig. 5d), implying that the major differences existed at the stem cell stage. Enrichment analysis of DEGs on Day 0 showed that muscle differentiation-related genes (such as muscle development and contraction) were up-regulated in mutant MuSCs compared to WT cells (Fig. 5e; Supplementary information, Fig. S12c-e). In contrast, the expression levels of stem cell markers were similar (Fig. 5e; Supplementary information, Fig. S12d, e). Nevertheless, qRT-PCR analyses indicated that the expression levels of the muscle differentiation-related genes were comparable in differentiating cells from mutant and WT MuSCs (Supplementary information, Fig. S12f). We further analyzed the transcriptome-wide splicing events from RNA-seq data and found that, consistent with the results in Fig. 5d, the mis-splicing genes mainly existed in MuSCs (Fig. 5f and Supplementary information, Fig. S12g). These results demonstrate that MuSCs of TKO and QKO SC mice are at a more committed state.^73^ The premature expression of differentiation genes at stem cell stage suggests partial loss of stemness and may account for the decreased differentiation potential of mutant MuSCs in vitro and in vivo.

Having shown that our DM1 models exhibit the MuSC defects that may mimic DM1 symptoms, we finally investigated whether this property could be used for screening small molecules that can be potentially used to rescue the MuSC defects in DM1 patients in future due to availability of long-term in vitro maintenance and differentiation systems of mouse MuSCs.^72^ To this end, we developed a high-throughput platform for screening small molecules that may promote MuSC differentiation, in which, the 384-well plates were coated with collagen and planted with 3,500 TKO MuSCs, followed by differentiating treatment for two days in a differentiation medium (Fig. 6a). From a total of 10,000 compounds (Medical Research Council Technology), we identified 17 positive hits that could enhance the differentiation of TKO MuSCs. Further validation assays showed that T5381948 was the most potent small molecule to specifically promote the differentiation of TKO MuSCs in vitro (Fig. 6b, c). While in vivo validation is needed in future, these results suggest that our screening system based on TKO and QKO mouse models could be useful for potential development of drugs to treat DM1.

**Fig. 6:**
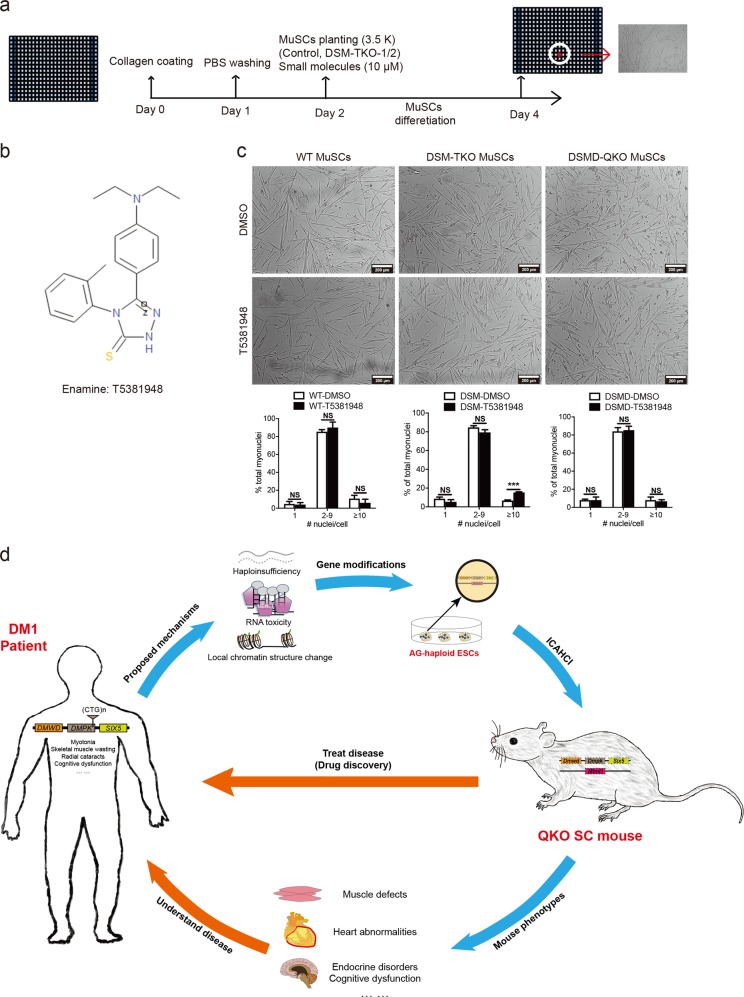
Large-scale screening and potential applications of DM1 mice. **a** Diagram of large-scale screening for small molecules that can promote differentiation of DM1 MuSCs. **b** Molecular structure of T5381948. **c** Images show that T5381948 could specifically improve the in vitro differentiation of DSM-TKO MuSCs. Scale bars, 200 μm. Unpaired Student’s *t*-test; ***P *<* 0.001; NS, no significant differences. **d** Overview of the generation and applications of DM1 mouse model with quadruple heterozygous mutations

## Discussion

Mutations or expression changes occur in multiple genes in most of the diseases, especially in those multisystem syndromes. Generation of mouse models carrying multigene mutations to faithfully mimic the dosage reduction of these genes and recapitulate the complex symptoms is the key to understand and treat these syndromes (Fig. 6d). However, it is time consuming and labor intensive to do so using the conventional methods, leading to the lack of proper animal models for many syndromes. In this proof-of-concept study, we generated mouse models with multiple heterozygous mutations, which while do not occur in patients, can mimic the reduced expression of multiple genes in human DM1 that may be the underlying mechanisms of DM1 complex symptoms, in one step by ICAHCI of haploid ESCs carrying three or four mutant genes. Interestingly, mice carrying heterozygous mutant *Dmpk*, *Six5* and *Mbnl1* (DSM-TKO SC mice) to mimic dosage reduction exhibit typical symptoms of adult-onset DM1. With the additional haploid mutation in *Dmwd*, DSMD-QKO SC mice faithfully recapitulate the pathogenic phenotypes of the more severe CDM patients. These results suggest that dosage effects of multiple genes induced by different mechanisms, including haploidinsufficiency of *DMPK*, RNA toxicity and local chromatin changes, are the major pathogenic factors in DM1 and the severity of the disease depends on the number of genes affected. In patients, longer CTG repeats are associated with more severe symptoms and earlier disease onset; however, the underlying mechanism is unknown. Our results may provide potential explanation: besides abnormal RNA-induced sequestration of splicing factor MBNL1 as suggested by the RNA toxicity model, local chromatin structure changes induced by the aberrant expansion of CTG repeats in 3′-untranslated region of *DMPK* gene first result in decreased expression of its downstream gene *SIX5* (TKO SC mice); with an increasing number of repeats, the expression of its upstream gene *DMWD* is also affected (mimicked by QKO SC mice), leading to more severe and early onset DM1 (Supplementary information, Table S3). The longer the CTG repeat is, the more genes may be affected. The wide variety of human DM1 symptoms could be due to the variant contributions of different genes, which can weigh differently in individual patients, leading to their different phenotypes. To understand more about the mechanism of DM1 will help us group the patients more accurately for better treatment in future.

Given that F1 offspring from QKO SC mice exhibit typical DM1 symptoms (Fig. 4h and Supplementary information, S9), we tried to generate stable TKO or QKO mouse lines with or without *H19*/*IG*-DMR deletions through multiple backcross with C57BL/6J mice. Surprisingly, we found that heterozygous TKO or QKO mice without *H19* and *IG*-DMR deletions (F3 and F4) did not exhibit typical DM1 symptoms. Interestingly, we unexpectedly observed upregulation of *Dmpk*, *Six5*, *Mbnl1* and *Dmwd* in the animals (data not shown), which may account for the loss of phenotypes in these strains. A recent study has shown that genetic compensation in knockout zebrafish is activated by a premature termination codon-based knockout strategy,^74^ which has been used in our study and may induce the upregulation of WT allele of the targeted genes in F3 or F4 TKO/QKO mice during normal breeding. Meanwhile, we could not exclude the possibility that the potential dosage changes of genes in *H19*/*Igf2* and *Dlk1*/*Dio3* imprinted clusters induced by *H19*-DMR and *IG*-DMR deletions in DKO-AG-haESCs may partially account for the complex symptoms of the models.^75^ Moreover, while our models can recapitulate most symptoms of DM1 patients, they do not exhibit a few typical DM1 features, such as abnormal *Clcn1* splicing, implying that other DM1-related genes including *MBNL2*^76^ and *CUGBP1*^59^ might be involved in the disease. It will be interesting to test whether mouse models with modified *Mbnl2* and/or *CUGBP1* can mimic these symptoms.

Defects in MuSCs have been shown to be related to DM1 and CDM patients.^65,67,77^ However, this pathological phenotype has not been recapitulated in mice yet until in 2017 during preparation of our manuscript, Thomas et al.^26^ reported that conditional disruption of *Mbnl3* in muscle resulted in defective MuSC differentiation. However, the expression of *MBNL3* is not affected in DM1 patients, implying that the phenotype observed in their study is not closely related to the MuSC defects observed in DM1 patients. In contrast, our TKO and QKO models generated by mimicking dosage reduction of multiple DM1-related genes in mice, exhibited defective in vitro and in vivo differentiation phenotypes, and thus might truly reflect the state in patients. Meanwhile, this property enables a unique system to screen small molecules that enhance the differentiation of DM1 MuSCs in vitro; such molecules may also improve the MuSC differentiation in vivo, ameliorating the muscle defects induced by less stemness in patients, such as muscle weakness and wasting. Taken together, our study suggests that abnormal expansion of CTG repeats in *DMPK* could disrupt the chromatin structure and affect the neighboring genes, which, combined with aberrantly expanded *DMPK* mRNA-mediated RNA toxicity mechanism, accounts for complex pathogenic phenotypes in DM1 patients.

Our method paves the road towards generation of a series of mouse models carrying multiple gene mutations in a short time to mimic different stages and severities of the complex syndromes. A potential application of the approach is to produce mice carrying multiple modifications in candidate loci that have been identified in high-throughput studies or genetic screenings to mimic clinical manifestations of multigenic diseases.^78^ In summary, we have established novel DM1 mouse models by one-step injection of haploid cells carrying three or four mutant genes into oocytes, providing suitable models to investigate the molecular mechanisms underlying complex manifestations and perform drug screening (Fig. 6d). Future analysis of the TKO and QKO mice will reveal more genes involved in the complex manifestations of DM1. Meanwhile, we hope that our haploid ESC-mediated semi-cloning technology will promote modeling of other complex diseases in mice.

## Materials and methods

### Experimental mice

All animal procedures were carried out in accordance with the guidelines of the Shanghai Institute of Biochemistry and Cell Biology (SIBCB). All mice were housed in specific pathogen-free facilities of SIBCB. Oocytes for micromanipulation were obtained from female mice of B6D2F1 (C57BL/6J × DBA/2) background. *HSA*^*LR*^ mice (FVB/n background) and *IL2r*^*−/−*^ mice (C57BL/6J background) were purchased from the Jackson Laboratory.

### Derivation of gene-modified haploid cell lines

CRISPR-Cas9-mediated gene manipulation was performed, as previously described.^53,79^ Briefly, oligos for different genes (*Dmpk*, *Six5*, *Mbnl1* and *Dmwd*) were synthesized and ligated in px330-mcherry plasmid. Constructed plasmids were then transfected into haploid cells (O48), which were cultured in the ESC medium plus 3 μM CHIR99021 and 1 μM PD0325901 (ES + 2i). The haploid cells were enriched through FACS and plated in one well of the 6-well plate at low density to obtain single-cell clone in 24 h after transfection. 6–7 days after plating, the single-cell clones were picked and separated into two parts, one for passaging and the other for sequencing to determine the genotype. For generation of EGFP-O48 and RFP-ΔDSMD-O48 haploid ESCs, the haploid ESCs were transfected with PiggBac plasmids (CAG-EGFP or CAG-RFP).

### ICAHCI

To produce SC embryos, the haploid ESCs arrested in M phase by culturing in medium containing 0.05 μg/mL demecolcine were trypsinized and resuspended in Hepes-CZB medium, then injected into oocytes using a Piezo-drill micromanipulator (Prime Technology Ltd), as described previously.^80^ The SC embryos were cultured in KSOM medium with amino acids at 37 °C under 5% CO_2_ in air. The 2-cell stage embryos were transferred into oviduct of pseudopregnant ICR females at 0.5 days post coitum with 15–20 embryos per side. Recipient mothers naturally delivered the SC pups.

### Immunostaining

Dissected tissues from diaphragm, heart and TA muscle were put into the OCT (Leica) directly, and then frozen in liquid nitrogen for 15 s. The frozen tissues could be stored in −80 °C refrigerators until sectioning. For whole heart longitudinal sections, the freshly dissected tissues were washed with PBS and fixed with 4% paraformaldehyde (PFA) at 4 °C for 30 min. After being dehydrated with 30% sucrose solution, the samples were embedded in OCT. The protocol for Pax7 (DHSB, 1:200) staining was carried out according to the previously described protocols.^72,81^ Immunostaining for dystrophin was performed using anti-dystrophin (Abcam, ab15277) as primary antibody (1:400) and Alexa 488-conjunated anti-mouse antibody (Invitrogen) as secondary antibody. All images were acquired on Leica SP8 confocal microscope. For NMJ structural analysis, the frozen transverse sections of diaphragm were stained with a-bungarotoxin conjugated with Alexa Fluor 594 (Invitrogen, B13423) for acetylcholine receptors, and then incubated with chicken ployclonal antibody for neurofilament H (EnCor Biotechnology, CPCA-NF-H, 1:2000), followed by incubation with Alexa 488-labeled secondary antibody.

### Dissection and H&E staining of mouse TA muscle

TA muscle was gently removed from the mouse hindlimb after peeling off the leg skin. After dissection, TA muscles were embedded with minimum of Tissue-Tec O.C.T compound and quickly frozen with liquid nitrogen. These tissues could be stored in −80 °C freezer before cryosectioning. Around 10 μm-thick sections were made and collected on positively charged microscope slides. Then the slides were fixed with methanol before being subjected to hematoxylin and eosin (H&E) staining. After the slides were mounted with mounting media, the images were captured with Olympus BX51 microscope. The myofiber CSA and the percentage of myofibers with central nuclei in TA muscles were analyzed with ImageJ.

### Histology

Frozen transverse sections (10 μm) of TA and diaphragm muscles were stained with H&E. Fiber CSAs were measured using ImageJ. ATPase staining was performed, as described previously.^82^ Briefly, transverse sections were incubated in pH 4.6 solution for 5–15 min, followed by staining with ATP solution. After being washed with medium containing 1% CaCl_2_ (w/v), 2% CoCl_2_ (w/v), 0.1 M Sodium Barbital solution (1:20) and 1% ammonium sulfide solution (v/v), the sections were dehydrated with ascending concentrations of alcohol. CSAs of type I and type II fibers were measured using ImageJ. For small intestine, freshly dissected tissues were flushed with PBS and 4% PFA, followed by fixation in 4% PFA overnight at 4 °C, dehydrated, embedded in paraffin, and cut at 5 μm thickness.

### Grip strength, treadmill test, rotarod test and righting assay

The forelimb grip strength of mice (4-month old) was assessed using a grip strength meter. Every mouse was tested for five times and the arithmetic average value of the records shall be as the measured value. For treadmill test, following familiarization test (6 m/min for 3 min), the mouse (4-month old) was placed on a treadmill with a start speed of 10 m/min. Running speed was increased by 2 m/min every 2 min until 30 m/min, and the distance was recorded when the mouse could no longer run. For rotarod performance test, the mouse (4-month old) was placed on a rotating rod at uniform motion (10 rpm) for 5 min and then an accelerating rotarod, which started with 4 rpm and gradually increased to 40 rpm in 5 min. The mice were pre-trained for 2 days for adaptation. The duration time on the rotarod before the mice fell off was recorded. For righting assay, the mice on P5 were placed on its back to determine whether the mice could right themselves to normal posture with four paws on the ground.

### MuSC isolation, expansion and in vitro differentiation

MuSCs were isolated according to the previously described methods.^71,72,83^ MuSCs were cultured on collagen-coated dish in T cell conditional medium for long-term expansion according to our reported protocol.^72^ Briefly, 10,000 MuSCs were seeded in a 3.5 cm dish and passaged every two days. The proliferation ability was determined during passaging period using cell counting and EdU labeling. MuSCs were differentiated in differentiation medium with 2% horse serum (Sigma). After being differentiated for 48 h, the cells were stained with anti-MYH1 antibody (Merck Millipore, 05–716), and counterstained with DAPI for counting the number of nuclei in one fiber.

### MuSC transplantation (in vivo differentiation)

MuSC transplantation was performed according to the described protocols^84,85^ with some modifications. Briefly, both hindlimbs of host *IL2r*^*−/−*^ mice were exposed to 18 Gy γ-radiations. Twenty-four hours before MuSC transplantation, 10 μM CTX (15 μL) is intramuscularly injected into mouse TA muscle via a 29 G insulin syringe. In total 5 × 10^5^ MuSCs were resuspended with 30 μL of PBS and injected into TA muscle using 29 G insulin syringe. TA muscles were collected in 4 weeks after cell transplantation and used for histological analysis.

### EdU labeling

MuSCs were cultured in MuSC medium with EdU solution (Invitrogen; final concentration, 10 μM) for 2 h at 37 °C, followed by fixation with 3.7% PFA, permealized with 0.5% Triton X-100, reacted with Click-iT reaction cocktail and counterstained with Hoechst 33342.

### Skeletal preparation and staining

Skeletal preparations were stained with Alcian blue and ARS. Briefly, the mice were executed, eviscerated and skinned. The samples were dehydrated with 95% ethanol for 3 days, and then were stained in Alcian blue solution for 3 days. After being fixed and cleared with 95% ethanol three times (1.5 h for each), the samples were treated with 2% KOH for 3–4 h and stained with ARS solution for another 3–4 h. After staining, skeletons were cleared in 1% KOH/20% glycerol and stored in 100% glycerol up to several years.

### ELISA

Insulin, PTH and TSH levels in blood were measured by ELISA kit (Ebioscience) according to the manufacturer’s instructions. The whole blood was collected from retro-orbital bleeding.

### EMG and ECG

EMG was performed under halothane anesthesia using 30-gauge concentric needle electrodes, with sampling of distal muscle group in left hindlimb. For ECG analysis, after removing the hair from chest using depilatory cream, the mouse was anesthetized and fixed on Vevo2100 (VisualSonics) by tighting the limbs on the mental detector to detect ECG. The ECG was recorded according to the manufacturer’s instructions.

### Western blotting

Dissected tissues were frozen with liquid nitrogen and stored in −80 °C refrigerators until protein extraction. Tissue homogenization was done by vortex in cell lysis buffer. After being separated on SDS-PAGE gels, the lysate was transferred to PVDF membranes and incubated with primary antibodies (anti-MBNL1, Abcam, ab108519; anti-SIX5, Abcam, ab113064; anti-DMWD, Santa Cruz, sc-167638; anti-DMPK, Santa Cruz, sc-13612) at 4 °C overnight, followed by incubation with secondary antibodies.

### RNA-seq, gene expression and alternative splicing analyses

MuSCs (Day 0) and differentiating cells (Day 1 and Day 2) were collected and subjected to RNA extraction using TRIZOL Reagent (Invitrogen). The total RNA was processed for RNA-seq by TruSeq RNA sample pre kit (Illumina) according to the manufacturer’s instructions, and examined for a RIN number (≥ 7) to inspect RNA integrity by an Agilent Bioanalyzer 2100 (Agilent Technologies). Qualified RNA was further purified by RNAClean XP Kit (Beckman Coulter, Inc.) and RNase-Free DNase Set (QIAGEN). Adaptors as well as low-quality base pairs were trimmed. RNA-seq was performed using Illumina Hiseq X TEN. Then the preprocessed reads were aligned to the protein-coding genes of mouse reference genome (NCBI Mus musculus assembly GRCm38.p5) using hisat2 (version 2.0.5) and gene expression was quantified by stringtie. Alternative splicing events were detected by Astalavista (version 3.1) and profiled using MISO based on MISO Annotations version 2.0, which were performed by Shanghai Biotechnology Corporation. Moreover, the parameter settings of MISO referred to the reference.^26^ Venn diagram was plotted in RStudio.

### RNA splicing and qRT-PCR

Total RNA was extracted from dissected tissues according to the manufacturer’s instructions. 0.5 μg of total RNA was reverse transcribed using a First Strand cDNA Synthesis kit (Toyobo). qPCR was carried out with THUNDERBIRD SYBR qPCR Mix (Toyobo) on a CFX connect Real-Time System (Bio-Rad). qPCR primers were listed in Supplementary information, Table S4. For alternative splicing analysis, the primers, which could separate the splice alternatives of target genes,^86^ were used to amplify the RNA variants, followed by electrophoresis on 2% agarose gel or SDS-PAGE to calculate the splicing efficiency (percent of spliced in).

### Small molecule screening

About 10,000 small compounds from Index Library of LifeArc (England) were screened on MuSCs planted in 384-well plates (3754) with differentiation medium. Before the compounds were added, the 384-well plate was coated with collagen and washed with PBS. 3500 MuSCs were plated by Multidrop and compounds (final concentration, 10 μM) were added by Mosquito. The MuSCs were differentiated in differentiation medium for two days and the images were captured using Operetta.

### Statistical analysis

Quantitative values are presented as means ± SEM, unless noted otherwise. Statistical differences between groups were determined by GraphPad Prism 6 using unpaired two-tailed *t*-test. No statistical method was used to predetermine sample size. Investigators were not blinded to outcome assessment.

### Accession number

All RNA-seq data sets are available through GEO under the accession number: GSE103841.

## Supplementary information

Supplementary information, Fig. S1

Supplementary information, Fig. S2

Supplementary information, Fig. S3

Supplementary information, Fig. S4

Supplementary information, Fig. S5

Supplementary information, Fig. S6

Supplementary information, Fig. S7

Supplementary information, Fig. S8

Supplementary information, Fig. S9

Supplementary information, Fig. S10

Supplementary information, Fig. S11

Supplementary information, Fig. S12

Supplementary information, Table S1

Supplementary information, Table S2

Supplementary information, Table S3

Supplementary information, Table S4

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 2 — Supplementary information, Fig. S2

## Supplementary information, Figure S2

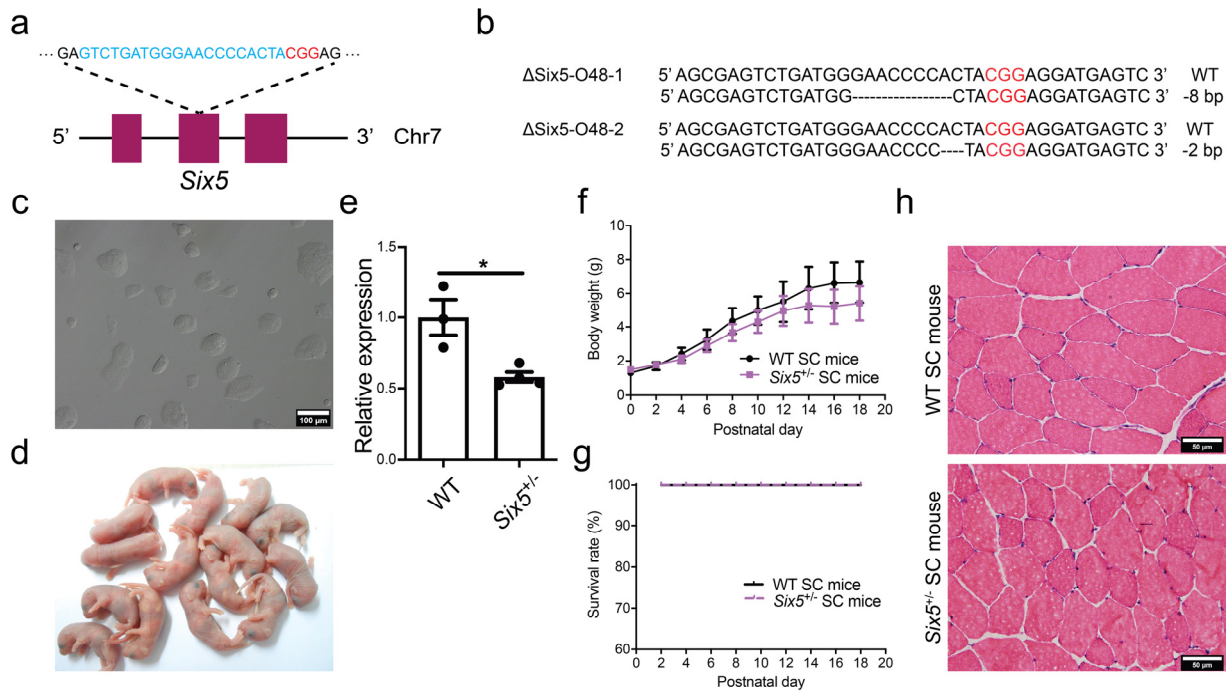

**Fig. S2** Generation of *Six5*<sup>+/-</sup> SC mice through ICAHCI of haploid cells carrying mutant *Six5*. **a** Schematic of the sgRNA targeting *Six5*. **b** Sequences of the *Six5* gene in two mutant cell lines ( $\Delta$ Six5-O48-1 and  $\Delta$ Six5-O48-2). **c** Phase-contrast image of  $\Delta$ Six5-O48-1 cell line. Scale bar, 100  $\mu$ m. **d** Newborn SC pups generated from  $\Delta$ Six5-O48-1 cells. **e** Transcription analysis of *Six5* in *Six5*<sup>+/-</sup> ( $n = 4$ ) and WT ( $n = 3$ ) SC mice. Unpaired Student's  $t$ -test, \* $P < 0.05$ . **f** Body weight analysis of *Six5*<sup>+/-</sup> and WT SC mice ( $n > 4$  per group, means  $\pm$  SD). **g** Survival curves of *Six5*<sup>+/-</sup> and WT SC mice ( $n > 4$  per group). **h** Histological analysis of TA muscles from *Six5*<sup>+/-</sup> and WT SC mice. Scale bars, 50  $\mu$ m.

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 3 — Supplementary information, Fig. S3

## Supplementary information, Figure S3

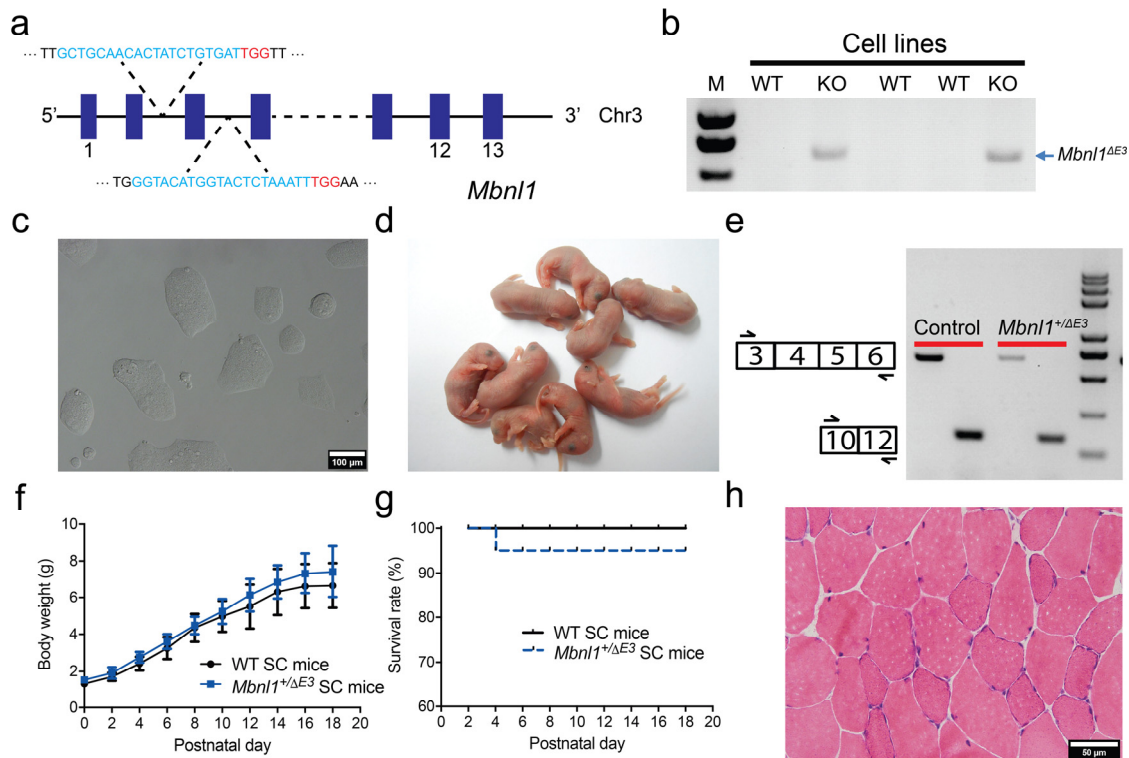

**Fig. S3** Generation of *Mbnl1*<sup>+/ΔE3</sup> SC mice through ICAHCI of haploid cells carrying mutant *Mbnl1*. **a** Schematic of two sgRNAs for removing exon 3 of *Mbnl1*. **b** Genotyping analysis of *Mbnl1*<sup>ΔE3</sup>-O48 cell lines. **c** Phase-contrast image of *Mbnl1*<sup>ΔE3</sup>-O48-2 cells. Scale bar, 100 μm. **d** Newborn SC pups generated from *Mbnl1*<sup>ΔE3</sup>-O48-2 cells. **e** RT-PCR of *Mbnl1* in skeletal muscles from *Mbnl1*<sup>+/ΔE3</sup> and WT SC mice. **f** Body weight analysis of *Mbnl1*<sup>+/ΔE3</sup> and WT SC mice ( $n > 8$  per group, means  $\pm$  SD). **g** Survival curves of *Mbnl1*<sup>+/ΔE3</sup> and WT SC mice ( $n > 8$  per group). **h** Representative image of H&E staining of TA muscles from *Mbnl1*<sup>+/ΔE3</sup> SC mouse. Scale bar, 50 μm.

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 6 — Supplementary information, Fig. S6

## Supplementary information, Figure S6

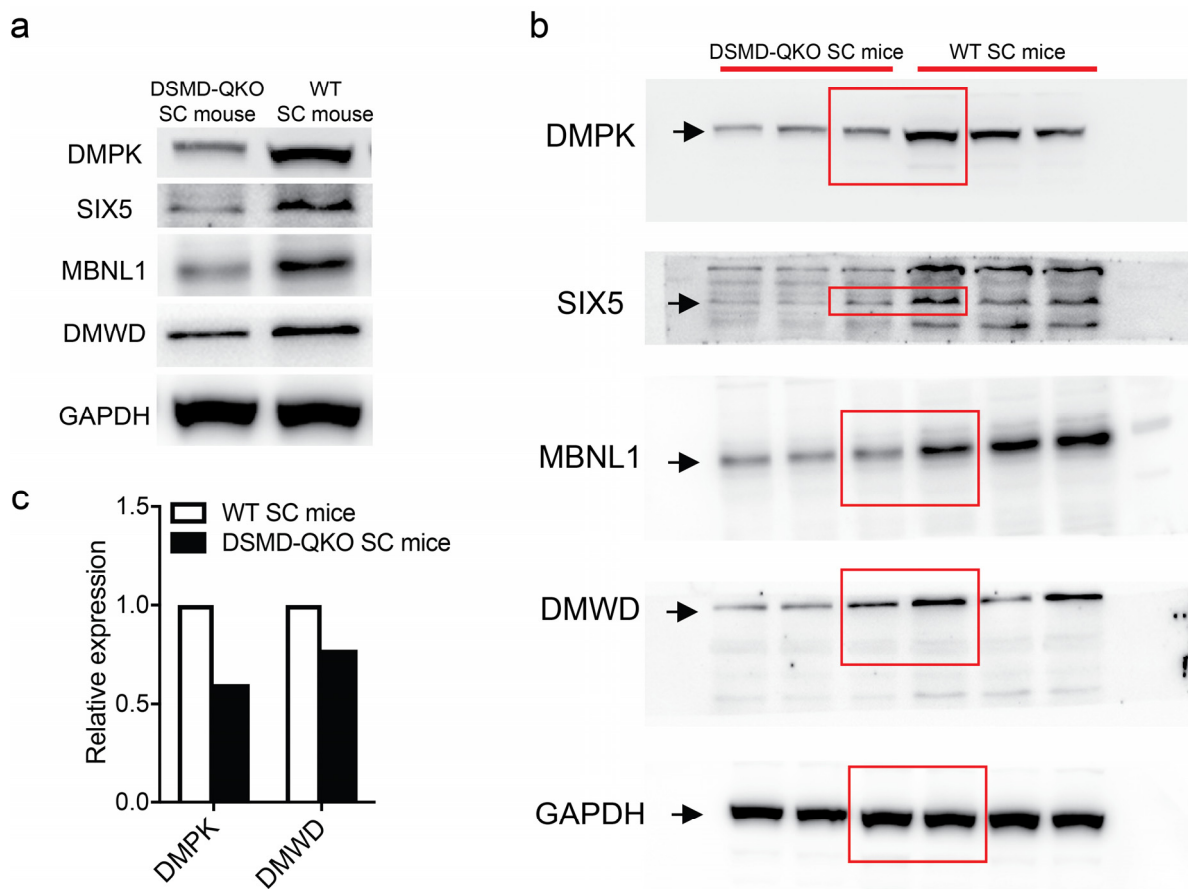

**Fig. S6** Protein level analysis of DMPK, SIX5, MBNL1 and DMWD in adult DSMD-QKO SC mice. **a** Western blotting of DMPK, SIX5, MBNL1 and DMWD in the TA muscle of adult QKO and WT SC mice. **b** The original gels of **a**. The red box shown in **a**. **c** Semi-quantitative analysis of the expression of DMPK (stomach) and DMWD (brain) of DSMD-QKO SC mice and WT SC mice using mass spectrometry.

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 9 — Supplementary information, Fig. S9

## Supplementary information, Figure S9

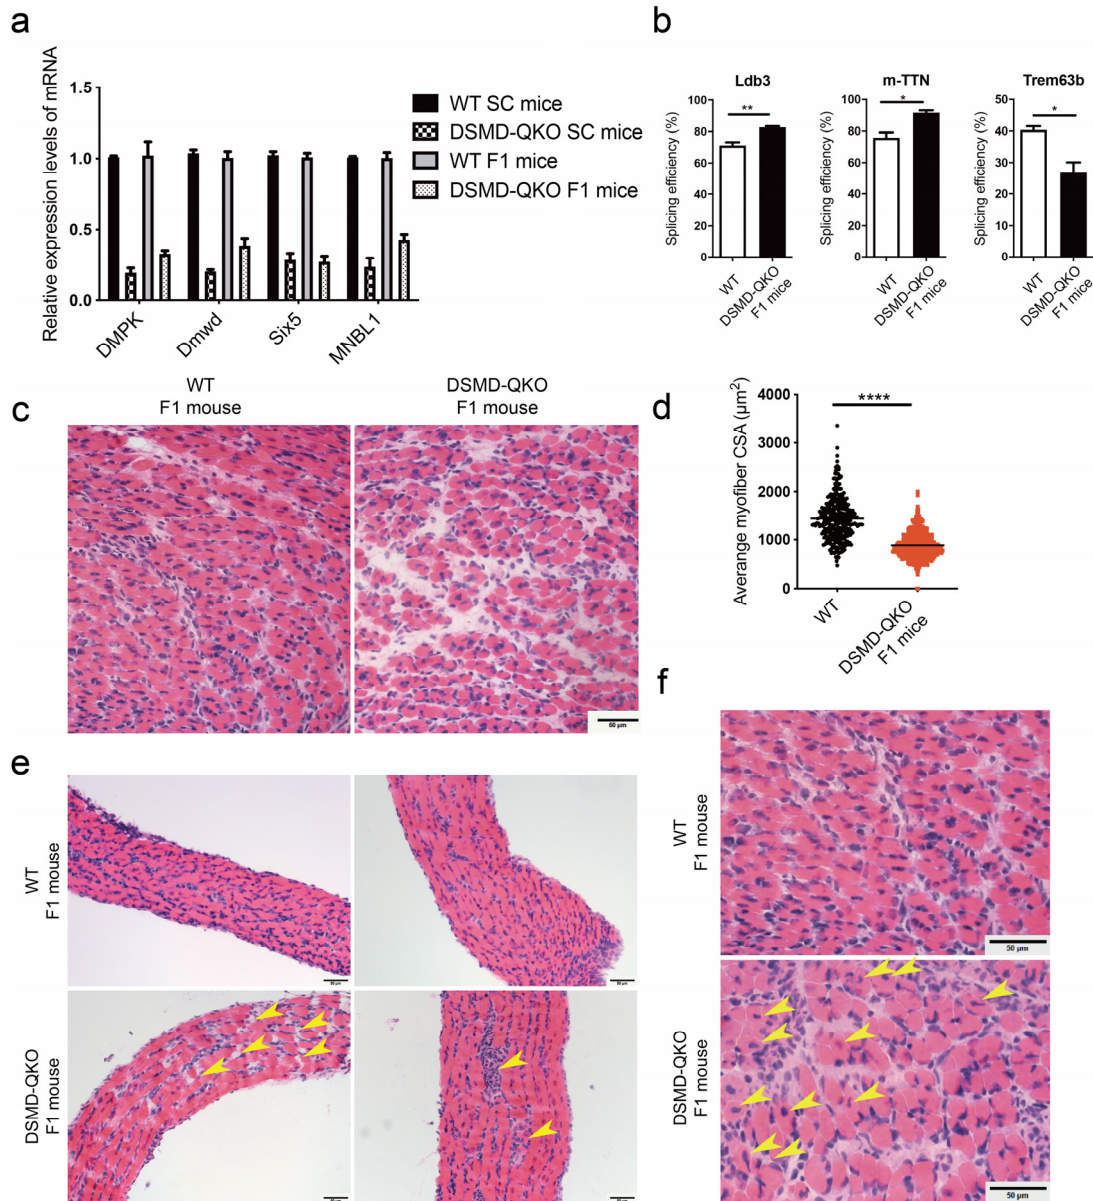

**Fig. S9** Phenotype analysis of QKO F1 mice. **a** Relative mRNA expression levels of target genes in QKO SC and F1 mice. **b** Splicing efficiency of three target pre-mRNAs in TA muscle of QKO and WT F1 mice. Unpaired Student's *t*-test, \* $P < 0.05$ , \*\* $P < 0.01$ . **c** H&E staining of TA muscle sections from DSMD-QKO and WT F1 mice (P0). Scale bar, 50  $\mu\text{m}$ . **d** Myofiber CSA analysis in QKO F1 mice (P0) ( $n = 3$  per group). Unpaired Student's *t*-test, \*\*\*\* $P < 0.0001$ . **e**

Representative images of diaphragm in QKO F1 mice (P0). Yellow arrows indicate nuclear clumps (bottom right) and loose construction (bottom left) in diaphragm. Scale bars, 50  $\mu\text{m}$ . **f**

Representative images of myofibers with central nuclei from TA muscle in QKO F1 mice (P0).

Yellow arrows indicate the myofibers with central nuclei. Scale bars, 50  $\mu\text{m}$ .

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 11 — Supplementary information, Fig. S11

## Supplementary information, Figure S11

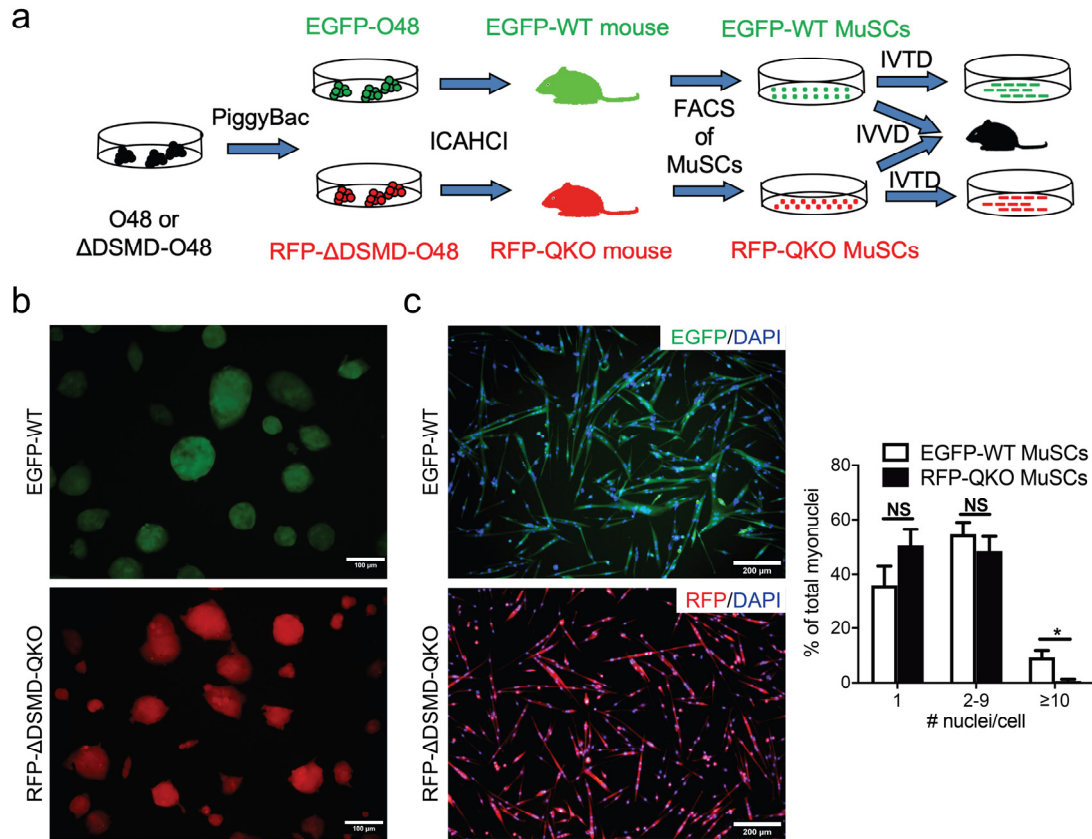

**Fig. S11** Differentiation analysis of DSMD-QKO MuSCs. **a** Schematic diagram of *in vivo* differentiation assay of QKO (red fluorescence) and WT (green fluorescence) MuSCs. IVTD, *in vitro* differentiation. IVVD, *in vivo* differentiation. **b** Representative images of RFP-ΔDSMD-O48 and EGFP-O48 haploid ESCs. Scale bars, 100 μm. **c** *In vitro* differentiation of RFP-QKO and EGFP-WT MuSCs. Unpaired Student's *t*-test. \**P* < 0.05. NS, no significant changes. Scale bars, 200 μm.

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 13 — Supplementary information, Table S1

## Supplementary information, Table S1

**Table S1** Development of ICAHCI embryos derived from haploid ESCs with single, triple or quadruple mutations.

| Haploid ESC lines used for ICAHCI (the number of cell lines tested) | Passage number | No. of SC embryos transferred (2-cell) | No. of SC pups (% of transferred embryos) | No. of SC pups surviving to P2 (% of birth) | No. of pups surviving to three weeks (% of P2) | No. of pups surviving to adult (% of P2) |
|---------------------------------------------------------------------|----------------|----------------------------------------|-------------------------------------------|---------------------------------------------|------------------------------------------------|------------------------------------------|
| O48                                                                 | P43-P51        | 430                                    | 55 (12.8)                                 | 52 (94.5)                                   | 52 (100)                                       | 50 (96.2)                                |
| $\Delta$ Dmpk-O48 (2)                                               | P41-43         | 192                                    | 26 (13.5)                                 | 24 (91.6)                                   | 22 (91.6)                                      | 21 (87.5)                                |
| $\Delta$ Six5-O48 (2)                                               | P40            | 156                                    | 15 (9.6)                                  | 13 (86.7)                                   | 13 (100)                                       | 12 (92.3)                                |
| $\Delta$ Mbnl1-O48 (2)                                              | P40-P42        | 200                                    | 19 (9.5)                                  | 19 (100)                                    | 18 (94.7)                                      | 18 (94.7)                                |
| $\Delta$ DMWD-O48 (2)                                               | P46-47         | 330                                    | 31 (9.4)                                  | 30 (96.8)                                   | 26 (86.7)                                      | 25 (83.3)                                |
| DSM-TKO-O48 (2)                                                     | P57-P62        | 270                                    | 34 (12.6)                                 | 32 (94.1)                                   | 30 (93.8)                                      | 30 (93.8)                                |
| DSMD-QKO-O48 (3)                                                    | P66-71         | 372                                    | 45 (12.1)                                 | 35 (77.8)                                   | 19 (54.3)                                      | 17 (48.6)                                |

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 14 — Supplementary information, Table S2

## Supplementary information, Table S2

**Table S2** Off-target analysis of TKO and QKO cells.

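Table S2 lists, for each sgRNA, the number of genomic sites with 0 to 4 mismatches and how many of them were mutated in the sequenced lines. The table does not state the PAM that was searched for. With either an NGG or an NAG PAM on chromosomes 1 to 19, X and Y of GRCm38.p6, the sites with 3 and with 4 mismatches numbered 21 and 275 for the *Dmpk* sgRNA, 16 and 186 for the *Six5* sgRNA, 11 and 220 for the upstream *Mbnl1* sgRNA, 13 and 198 for the downstream *Mbnl1* sgRNA, and 29 and 384 for the *Dmwd* sgRNA of Table S4. The upstream *Mbnl1* sgRNA then had 1 site with 2 mismatches, TCTGCAACACTATCTGTGAG with the PAM CAG on the minus strand of chromosome 5 from 78969239 to 78969261, outside annotated genes, which differs from the sgRNA by G1T and T20G. The *Dmwd* sgRNA had another site with 2 mismatches, GGCTTCAACAAGCAGCTCCC with the PAM CAG on chromosome 19 from 37142455 to 37142477, outside the exons of *Cpeb3*, which differs by T7A and T14A. These 1357 sites with 1 to 4 mismatches include 98 within 10 bp of an exon. With the same PAMs, the *Dmwd* sgRNA drawn in Fig. 2a had 4 sites with 2 mismatches, 40 with 3 and 415 with 4. These equal the numbers listed for *Dmwd*, in a setting chosen after seeing the values. Its sites with 2 mismatches include GAGATCATTACCCTGCTGGT with the PAM AAG on chromosome 11, in an exon of *9230009I02Rik*. At the sites with 1 to 4 mismatches the deposited table of substitutions in exons shows 0 line-specific substitutions for each sgRNA, and the paper's reported number of mutated sites is 0 for each. At the perfect match of each sgRNA the table also shows 0, where the paper's number is 1. The edits at the targets are thus not seen in this table, and its 0 at other sites does not tell whether small insertions or deletions are present there. The paper cites Table S2 where it reports no off-target effect in ΔDSM-O48-1 cells and no unexpected mutation site in ΔDSMD-O48-2 cells.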

| sgRNAs of targeted genes | No. of mismatch | No. of found targets (gene) | No. of mutated sites | Cell lines analyzed                       |
|--------------------------|-----------------|-----------------------------|----------------------|-------------------------------------------|
| Dmpk                     | 0               | 1 ( <i>Dmpk</i> )           | 1                    | $\Delta$ DSM-O48-1<br>$\Delta$ DSMD-O48-2 |
|                          | 1               | 0                           | 0                    |                                           |
|                          | 2               | 1                           | 0                    |                                           |
|                          | 3               | 21                          | 0                    |                                           |
|                          | 4               | 275                         | 0                    |                                           |
| Six5                     | 0               | 1 ( <i>Six5</i> )           | 1                    | $\Delta$ DSM-O48-1<br>$\Delta$ DSMD-O48-2 |
|                          | 1               | 0                           | 0                    |                                           |
|                          | 2               | 0                           | 0                    |                                           |
|                          | 3               | 16                          | 0                    |                                           |
|                          | 4               | 186                         | 0                    |                                           |
| Mbnl1-up                 | 0               | 1 ( <i>Mbnl1</i> )          | 1                    | $\Delta$ DSM-O48-1<br>$\Delta$ DSMD-O48-2 |
|                          | 1               | 0                           | 0                    |                                           |
|                          | 2               | 1                           | 0                    |                                           |
|                          | 3               | 11                          | 0                    |                                           |
|                          | 4               | 220                         | 0                    |                                           |
| Mbnl1-down               | 0               | 1 ( <i>Mbnl1</i> )          | 1                    | $\Delta$ DSM-O48-1<br>$\Delta$ DSMD-O48-2 |
|                          | 1               | 0                           | 0                    |                                           |
|                          | 2               | 0                           | 0                    |                                           |
|                          | 3               | 13                          | 0                    |                                           |
|                          | 4               | 198                         | 0                    |                                           |
| Dmwd                     | 0               | 1 ( <i>Dmwd</i> )           | 1                    | $\Delta$ DSM-O48-1<br>$\Delta$ DSMD-O48-2 |
|                          | 1               | 0                           | 0                    |                                           |
|                          | 2               | 4                           | 0                    |                                           |
|                          | 3               | 40                          | 0                    |                                           |
|                          | 4               | 415                         | 0                    |                                           |

# Supplementary material for: Dosage effect of multiple genes accounts for multisystem disorder of myotonic dystrophy type 1
**Source:** Cell Res. 2019 Dec 18;30(2):133–45. doi: 10.1038/s41422-019-0264-2
**Supplement:** Supplementary file 16 — Supplementary information, Table S4

## Supplementary information, Table S4

**Table S4** The primers used in this study.

| Primers name                   | Sequence (5'-3')         |
|--------------------------------|--------------------------|
| qPCR                           |                          |
| <i>Cdh15</i> -qPCR-f           | GTCACTCAGCCCAATGCTCT     |
| <i>Cdh15</i> -qPCR-r           | GAGCAGAGCAGAACCCATTG     |
| <i>Numb</i> -qPCR-f            | CTTCCCAGTTAAGTACCTCGGC   |
| <i>Numb</i> -qPCR-r            | CCCGTTTTTCCAAAGAAGCCT    |
| <i>Gapdh</i> -qPCR-f           | TGTGTCCGTCGTGGATCTGA     |
| <i>Gapdh</i> -qPCR-r           | CCTGCTTCACCACCTTCTTGAT   |
| <i>Mrf4</i> -qPCR-f            | TGAGGGTGCGGATTTCCTG      |
| <i>Mrf4</i> -qPCR-r            | CACGTTTGCTCCTCCTTCCT     |
| <i>MyoD</i> -qPCR-f            | GGCTACGACACCGCCTACTA     |
| <i>MyoD</i> -qPCR-r            | GTGGAGATGCGCTCCACTAT     |
| <i>Myogenin</i> -qPCR-f        | GAGACATCCCCCTATTTCTACCA  |
| <i>Myogenin</i> -qPCR-r        | GCTCAGTCCGCTCATAGCC      |
| <i>Myh8</i> -qPCR-f            | GGAGAGGATTGAGGCCCAAAA    |
| <i>Myh8</i> -qPCR-r            | CACGGTCACTTTCCCTCCATC    |
| <i>Myom1</i> -qPCR-f           | GCACGACCATGAGCCACTAC     |
| <i>Myom1</i> -qPCR-r           | ACCCTTGAGAATGCCGGGA      |
| <i>Myom2</i> -qPCR-f           | AAAAGACACAAGCACTTTGACCA  |
| <i>Myom2</i> -qPCR-r           | TGGGAGGATGACTGGGTGG      |
| <i>Pax7</i> -qPCR-f            | GACGACGAGGAAGGAGACAA     |
| <i>Pax7</i> -qPCR-r            | ACATCTGAGCCCTCATCCAG     |
| <i>Sdc3</i> -qPCR-f            | AGAGGCCGGTGATCTTGA       |
| <i>Sdc3</i> -qPCR-r            | CTCCTGCTCGAAGTAGCCAGA    |
| CRISPR-Cas9 targeting sequence |                          |
| <i>Dmpk</i> -sgRNA-f           | CACCGCCCATTCAGCAAGGCTTA  |
| <i>Dmpk</i> -sgRNA-r           | AAACTAAGCCTTGCTGCAATGGGC |
| <i>Six5</i> -sgRNA-f           | CACCGTCTGATGGGAACCCCACTA |
| <i>Six5</i> -sgRNA-r           | TAGTGGGGTTCCCATCAGAC     |
| <i>Mbnl1</i> -up-sgRNA-f       | CACCGCTGCAACACTATCTGTGAT |
| <i>Mbnl1</i> -up-sgRNA-r       | AAACATCACAGATAGTGTTGCAGC |
| <i>Mbnl1</i> -down-sgRNA-f     | CACCGGTACATGGTACTCTAAATT |
| <i>Mbnl1</i> -down-sgRNA-r     | AAACAATTTAGAGTACCATGTACC |
| <i>Dmwd</i> -sgRNA-f           | CACCGGCTTCTACAAGCTGCTCCC |
| <i>Dmwd</i> -sgRNA-r           | AAACGGGAGCAGCTTGTAGAAGCC |
| Knockout mouse genotyping      |                          |
| <i>Dmpk</i> -test-f            | CACAGCTCCAGTTCGAGGTT     |
| <i>Dmpk</i> -test-r            | AGATGACAGCAAGAGGTGGC     |
| <i>Six5</i> -test-f            | CCCAGCAGGCTTGTAGAGAC     |
| <i>Six5</i> -test-r            | GCCAGGAAGCTCCCATTCAC     |

|                                       |                               |
|---------------------------------------|-------------------------------|
| <i>Mbnl1</i> -test-f                  | AGAACCAGAGGGGAAAGCAGC         |
| <i>Mbnl1</i> -test-r                  | GAGGCATGGAGTTCGGAGTT          |
| <i>Mbnl1</i> -wt-f                    | CAGCCTCTGCTTTTGCCTTG          |
| <i>Mbnl1</i> -wt-r                    | CGTGTGCTCAGTAACCCCTT          |
| <i>Dmwd</i> -test-f                   | CGCTGTGTGATCGTGTGCAT          |
| <i>Dmwd</i> -test-r                   | TGGTGTCTTTCTTGATGAGGTC        |
| Splicing analysis                     |                               |
| <i>Ldb3</i> -sp-f                     | GCGTCAACACAGACACCATGACC       |
| <i>Ldb3</i> -sp-r                     | TCATCTGGGCCAGGATGCGGAA        |
| <i>Sercal</i> -sp-f                   | GCTCATGGTCCTCAAGATCTCAC       |
| <i>Sercal</i> -sp-r                   | GGGTCAGTGCCTCAGCTTTG          |
| <i>m-TTN</i> -sp-f                    | GTGTGAGTCGCTCCAGAAACG         |
| <i>m-TTN</i> -sp-r                    | CCACCACAGGACCATGTTATTTC       |
| <i>Trem63b</i> -sp-f                  | CTGGCTCTGGACTTCATGTGCTTC      |
| <i>Trem63b</i> -sp-r                  | GAGACGGAGGTGAGACGCTCATACC     |
| <i>Sorbs1</i> -sp-f                   | CCAGCTGATTACTTGGAGTCCACAGAAG  |
| <i>Sorbs1</i> -sp-r                   | GTTACCTTCATACCAGTTCTGGTCAATC  |
| <i>Spag9</i> -sp-f                    | GGACTGGAAATGGTGTCAATTATCTCCAT |
| <i>Spag9</i> -sp-r                    | GGGACTGCCACAAAGAATTTACAG      |
| <i>Dysf</i> -sp-f                     | CGAAAATCTCTGCTACTGGAGGAG      |
| <i>Dysf</i> -sp-r                     | TGTGTTGAGCTCTGCATAAGGATC      |
| <i>Mbnl1</i> -sp-f                    | ACACCTGCAAGCCAAGATCA          |
| <i>Mbnl1</i> -sp-r                    | TGTTAAAGACTGCGGTGGCA          |
| <i>HSA<sup>LR</sup></i> mice genotype |                               |
| MSA-f                                 | TCCTCAGGACGACAATCGAC          |
| MSA-r                                 | CCTAAGGAGTTCACCCAGTCTG        |
| HSA-f                                 | AAACTTACATCTTCCCATGCTCC       |
| HAS-r                                 | GAGACGCCCTCTGAGAAACAG         |

How the deposited data were processed for this re-analysis (not part of the article)

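Whole-genome sequencing data of 3 haploid mouse ESC lines were used: the parental O48 line (WT, passage 40), ΔDSM-O48-1 (passage 60) and ΔDSMD-O48-2 (passage 70), with 1 library per line. The lines descend from each other in this order. The authors called variants over the 3 libraries together and annotated each variant by gene, transcript and effect, and the deposited table holds single-nucleotide variants in or at the edge of exons. The paper's text names no aligner, variant caller, filter or genome build for these data. The deposited counts are whole numbers of reads at a site and of reads with the reference base or the alternate base in each line, without normalization. The deposited quality scores, 1 per site and 1 per genotype on the Phred scale, were made by the authors' caller and were used only to describe the table. The authors' allele fraction gives the share of alternate alleles among the genotypes of the 3 lines, not among reads, and was not used for any result. All shares of reads given here were computed from the read counts.

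The table was reduced to 1 entry per position and alternate base, keeping the effect of highest impact over the transcripts. Of 11635 positions, 2 without a single-base allele were not used. At 100% of the remaining positions the reference base was that of GRCm38.p6, so positions are given in that build. A genotype was lacking in at least 1 line for 334 substitutions. A substitution was counted in a line with a genotype other than the reference and a depth of at least 10 reads. Line-specific substitutions had the reference genotype in O48, another genotype in ΔDSM-O48-1 or ΔDSMD-O48-2, and at least 10 reads in all 3 lines, and they were sorted by the lines that carried them. Substitutions shared by all 3 lines served as the comparison. The reads at these sites summed to 826149 in O48, 839726 in ΔDSM-O48-1 and 823382 in ΔDSMD-O48-2. At 1 site, a count of 0 alternate reads among 25 leaves shares of up to 12.0% open.

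Guide sequences were taken from Table S4, and for *Dmwd* also from Fig. 2a. The *Dmpk* guide was read from the reverse oligo of Table S4, since the forward oligo is printed with 19 bases and has no perfect match in the genome. All guides were compared with both strands of every position of GRCm38.p6 with an NGG or NAG PAM and up to 5 mismatches. The primary setting was an NGG PAM, up to 4 mismatches, 20 bases and chromosomes 1 to 19, X and Y. The cut was placed 3 bp from the PAM. Exons and genes were taken from the RefSeq annotation of the same build, with 1 curated transcript per targeted gene. A substitution was near a predicted site when it lay in the protospacer or PAM or within 10 bp of them.

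Shares were given with exact Clopper-Pearson intervals at the 95% level, and a count of 0 with the limit that 3 counts of the total would give. Reads of 2 lines at a site, transitions of line-specific and shared substitutions, and the number of substitutions near predicted sites were compared with two-sided Fisher's exact tests. No replicates were sequenced, so these tests compare libraries or lists of sites and do not include the spread between cultures. Genes were named by a rule: the 4 targeted genes, genes with a line-specific substitution near a predicted site (there was none), genes with a line-specific stop-gain, stop-loss or splice-site change, and the 10 line-specific nonsynonymous changes with the highest depth in the least covered line. The genes of homozygous line-specific substitutions, of mitochondrial substitutions and of heterozygous substitutions in all 3 lines were named after their values were seen.

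The alternatives tried were no depth minimum, a depth of 20 reads, 0 alternate reads in O48, homozygous genotypes only, a share of alternate reads of at least 0.8 or of at least 0.2, leaving out substitutions with another call within 100 bp, other distances, mismatches and PAMs for predicted sites, guides without the 5′ base, all sequences of the reference, and the guides in their other printed forms. Sites without a dbSNP identifier and entries that pass the authors' filter were planned as alternatives and not run, because the table used here has no column for either. Small insertions and deletions were not analysed here, and RNA-seq data were not used here.

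The steps were tested on simulated data. The guide search recovered 99 of 99 sites planted in 200000 random bases and found no other site than a base-by-base comparison did. Sorting by line returned the known class of 3000 of 3000 simulated substitutions, and the search near predicted sites recovered 40 of 40 planted ones. With the real group sizes of 1692 and 7588, Fisher's exact test called 5.60% of 1000 simulated tables with equal transition shares and 99.5% of those with shares 6 percentage points apart. The simulated substitutions were independent, while most real calls lie near another call. The search for runs of C recovered 200 of 200 planted runs. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9 were used.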

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

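The tests of explanations in this part were chosen only after the results were seen, and that on a library from another mouse strain was narrowed from any mislabelled sample after its value was known. Each paragraph starts from a signal in exons or mitochondrial DNA that the paper does not discuss and that lies above the level in O48. All rest on 1 library per line.

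Homozygous substitutions were found at 22 sites in ΔDSM-O48-1 and ΔDSMD-O48-2 and at 4 sites in ΔDSMD-O48-2 only, while O48 carried none of its own. The distance to the nearest site with up to 5 mismatches and an NGG or NAG PAM, 2485 bp or more for the 22 and 455 bp or more for the 4, argues against off-target editing at these bases. Missed calls in O48 are argued against by its depth, which was 21 reads or more at each of the 22 sites. A library from another mouse strain is argued against because 99.98% of the homozygous substitutions of O48 were called in both other lines. A library from another line of the same strain would carry most of these too and stays open. An exchange of ΔDSM-O48-1 and ΔDSMD-O48-2 with each other was not tested. Another 4 substitutions, absent from the reads of O48, were heterozygous in ΔDSM-O48-1 and in all reads of ΔDSMD-O48-2, namely A59097307T in *Gpr171* (10 of 20 reads of ΔDSM-O48-1), C5278083A in *Syne1* (15 of 36), C34747274T in *Fam50b* (6 of 18) and A16406734T in *Top2b*, which gives L625F (12 of 36), while 0 substitutions showed the reverse. No explanation was tested for these 4. At the 22 sites the listed depth of O48 with the reference genotype was close to that of the carrying line, with a median ratio of 1.04. At the 4 sites homozygous in ΔDSMD-O48-2 only, the depth of O48 and of ΔDSMD-O48-2 varied more. It was 16 and 31 reads in *Khdrbs1*, 22 and 22 in *Hspa9*, 36 and 26 in *Lman2*, and 49 and 17 in LOC100504180. Only 1 homozygous substitution had the reference genotype in a later line. It was G116935716A on chromosome 14 (id232769), which ΔDSM-O48-1 had in all 10 reads and ΔDSMD-O48-2 in 0 of 11. This count leaves out sites that all 3 lines carried with mixed genotypes. Of those, 12 were heterozygous in ΔDSMD-O48-2 only, 8 homozygous in O48 only, 7 homozygous in ΔDSM-O48-1 only and 3 heterozygous in ΔDSM-O48-1 only. In the direction of the descent, 51 were homozygous in ΔDSMD-O48-2 only and 15 heterozygous in O48 only. The homozygous line-specific substitutions may be mutations that were fixed along the lineage, and the growth of each line from single cells may have fixed them. Whether a small part of the O48 culture already carried the 22 cannot be told apart from later mutations. Over these sites, 0 of 713 reads of O48 had the alternate base. This leaves shares of up to 0.421% open if the same cells carried all 22. At single sites, the reads of O48 leave shares of up to 6.98% to 14.3% open.

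In mitochondrial DNA, C9626T in *ND3* was in 282 of 1462 reads of ΔDSM-O48-1 (19.3%, 17.3% to 21.4%), in 264 of 1658 reads of ΔDSMD-O48-2 (15.9%, 14.2% to 17.8%) and in 0 of 43 reads of O48 (p = 0.0002 and 0.00101 against O48, two-sided Fisher's exact test on reads). C645A in *Rnr1* was in 420 of 3042 reads of ΔDSMD-O48-2 (13.8%, 12.6% to 15.1%), in 0 of 352 reads of ΔDSM-O48-1 and in 0 of 416 reads of O48 (p = 1.2e-25 against O48, two-sided Fisher's exact test on reads). Positions are those of the mitochondrial genome. The lines without the alternate base have far fewer reads listed at both sites than the lines with it. At nuclear sites no such difference was seen, with median depth ratios of 0.962 to 1.04 between lines with the reference genotype and lines with the substitution, and the cause at the mitochondrial sites stays unknown. Taken as counts of all reads, those of O48 would leave a share of at most 0.721% open at the *Rnr1* site and 6.98% at the *ND3* site. Because this difference is unexplained, the p-values are open too, and many copies of mitochondrial DNA in the nuclear genome and the difference in depth cannot be told apart from a change in the lines. A single nuclear copy is argued against, because the alternate reads of the carrying lines were at least 8.8 times the median depth of homozygous nuclear sites. Another substitution, G13836A in *ND6*, was in 36.0% of reads in O48, 28.5% in ΔDSM-O48-1 and 27.0% in ΔDSMD-O48-2. A candidate explanation is that the lines hold mixtures of mitochondrial genomes whose shares changed between passages, a hypothesis that the present libraries cannot test further.

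In the 3′ UTR of *Dmpk*, G19093212C was in 46.2% of 26 reads of ΔDSM-O48-1, T19093214C in 42.3% of 26, and G19093217C and T19093219C each in 40.0% of 25, against 0 of 25 reads of O48 at each site, which leaves up to 12.0% open. The p-values against O48 lay between 9.4e-05 and 0.00064 (two-sided Fisher's exact test on reads). In ΔDSMD-O48-2 the shares were 50.0%, 50.0%, 47.4% and 45.0%. Adjacent sites share reads, so the sites are not independent. An edit carried by every cell is argued against, because the upper bound of the alternate share at these 4 sites in both lines reached at most 74.0%, while the homozygous substitutions of the same lines were in all reads. The 4 changes are to C and follow a run of 16 C bases that ends at 19093208, in the sequence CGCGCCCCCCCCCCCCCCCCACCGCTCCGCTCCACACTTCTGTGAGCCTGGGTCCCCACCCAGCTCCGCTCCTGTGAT from 19093189 to 19093266. This is consistent with errors in reads that pass through the run. It leaves open why O48 had 0 alternate reads there, and no biological explanation was tested.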

How the results depend on the processing

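Before the data were examined, the primary settings and all alternatives given here were fixed, except the 3 that are marked as chosen after seeing the data. No paired analysis was possible because each line has 1 library, and the libraries share no replicate. Alternatives that keep only sites without a dbSNP identifier or only entries that pass the authors' filter were not run, since the table used here has no such columns.

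The number of line-specific substitutions near a predicted site was 0 under all 13 alternatives run for it. The 11 planned ones were each of the depth, genotype and clustering settings, the protospacer and PAM only, 50 bp, up to 3 or up to 5 mismatches, and NGG or NAG PAMs. The other 2, chosen after seeing the data, were the *Dmwd* guide drawn in Fig. 2a and a search with all guides, up to 5 mismatches, both PAMs and 50 bp. Settings that keep a part of the calls or of the predicted sites could only give 0, since the primary count was 0. The last search takes in the sites of the narrower ones, and 5 of the 7588 shared substitutions lay near its sites. Few of the 1692 line-specific ones would thus lie there by position alone. Guides without the 5′ base, all sequences of the reference and the *Dmpk* forward oligo as printed were run only for the number of predicted sites. What this 0 can exclude is limited by the table, which shows only substitutions in exons and shows 0 within 1 kb of the cut sites as well.

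The transition share of line-specific substitutions stayed below that of shared substitutions under all 6 alternatives. It ranged from 36.8% to 47.5%, and the Fisher's exact p stayed at or below 0.00255.

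The number of line-specific substitutions was within 1.5 times its value of 1692 without a depth minimum and with 0 alternate reads in O48. With a depth of 20 reads it was 828 (305 in ΔDSM-O48-1 and ΔDSMD-O48-2, 258 in ΔDSM-O48-1 only and 265 in ΔDSMD-O48-2 only). With homozygous genotypes only it was 27 (22, 1 and 4), and with a share of alternate reads of at least 0.8 it was 28 (22, 1 and 5). Without substitutions that have another call within 100 bp it was 269 (79, 99 and 91). Each of these settings keeps a part of the sites, so the counts fall by construction, and nearly all line-specific calls rest on heterozygous genotypes.

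The number of substitutions per line stayed within 1.5 times its primary value under all alternatives. The heterozygous share stayed within its interval without a depth minimum. With a depth of 20 reads it was 53.6% in O48, 54.1% in ΔDSM-O48-1 and 53.3% in ΔDSMD-O48-2, and the cause was not tested. With a share of alternate reads of at least 0.2 in place of the genotype it was 43.1%, 43.9% and 44.0%, because that setting drops sites with a lower share.

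The number of predicted sites with 1 to 4 mismatches depended on the PAM and the guide length. With NGG or NAG it was 297 for *Dmpk*, 202 for *Six5*, 232 for the upstream and 211 for the downstream *Mbnl1* guide, and 415 for *Dmwd*. Without the base at the 5′ end it was 417, 272, 703, 293 and 600. The *Dmpk* forward oligo as printed gave 281. With all sequences of the reference searched, and with the *Dmwd* guide drawn in Fig. 2a, the counts stayed within 1.5 times the primary ones. That guide together with NGG or NAG, a setting chosen after seeing the data, gave 459. Wider PAMs and shorter guides allow more sites by construction.

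In the 4 targeted genes, 6 substitutions were listed, 5 with at least 10 reads in every line and 0 within 1 kb of a cut site, the last because the *Dmpk* 3′ UTR lies farther from the cut.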

Differences from the paper's values

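No test in this part was chosen after the results were seen, apart from the comparison at perfect matches and the setting in the last paragraph, which are marked as such. The values compared are numbers of predicted or mutated sites per guide, which have no replicate error, and a difference is listed where one value is more than 1.5 times the other.

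With an NGG PAM, the *Dmpk* guide had 9 sites with 3 mismatches and 103 with 4, where the paper's reported numbers are 21 and 275. For the *Six5* guide the numbers were 6 and 84, and the paper's are 16 and 186. For the upstream *Mbnl1* guide, 0 sites with 2 mismatches, 6 with 3 and 99 with 4 were found, and the paper's numbers are 1, 11 and 220. For the downstream *Mbnl1* guide, 4 sites with 3 mismatches and 64 with 4 were found, and the paper's numbers are 13 and 198. The *Dmwd* guide of Table S4 had 1 site with 2 mismatches, 17 with 3 and 190 with 4, and the paper's numbers are 4, 40 and 415.

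At the perfect match of each of the 5 guides, 0 line-specific substitutions lay within 10 bp, where the paper's reported number of mutated sites is 1 for each. This comparison was chosen after seeing the values, and no alternative was run for it.

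Of the alternatives set before the data were examined, NGG or NAG PAMs brought all of the numbers of predicted sites to within 1.5 times the paper's numbers except the *Dmwd* sites with 2 mismatches, of which there were 2. Under that setting all 20 counts of the 4 guides other than *Dmwd* were equal to the paper's. Guides without the 5′ base brought the differing numbers to within 1.5 times the paper's for *Dmpk*, *Six5*, the downstream *Mbnl1* guide and *Dmwd*, and not for the upstream *Mbnl1* guide with 2, 35 and 666 sites. Under that setting the downstream *Mbnl1* guide had 1 site with 2 mismatches, where the paper's number is 0. The *Dmpk* forward oligo as printed, with 20 sites of 3 mismatches and 258 of 4, was within 1.5 times the paper's numbers for these, but it had 0 perfect matches and 3 sites with 2 mismatches, where the paper's number is 1 for each. All sequences of the reference, and the *Dmwd* guide drawn in Fig. 2a with an NGG PAM, left each difference in place.

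With the *Dmwd* guide drawn in Fig. 2a and NGG or NAG PAMs, a setting chosen after seeing the values, the *Dmwd* guide had 4 sites with 2 mismatches, 40 with 3 and 415 with 4, each equal to the paper's reported number.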

Other observations

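Of the tests in this part, that on the strand of genes was set down before its result was seen, and the other tests were chosen only after the results were seen. The matching of substitutions to gene strands was changed after its first result was seen, from gene names to gene positions, because names matched too few sites, and the reading of the result stayed the same. The test of paralogs for line-specific substitutions was split by the changed base, and for changes to A, G or T reworded, after the values were seen.

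Heterozygous line-specific substitutions did not follow the descent of the lines. Of 1373 substitutions that were heterozygous in exactly 2 lines, 36.1% were in ΔDSM-O48-1 and ΔDSMD-O48-2, close to the 33.3% of a pattern with no lineage, and 878 were in O48 and 1 of the other lines, which argues against mutations acquired along the lineage as their main source. Most of the line-specific ones, 56.7%, were changes to C. A run of 6 or more C within 20 bp stood beside 34.4% of these changes to C, against 3 of the 1001 changes to C that were homozygous in all 3 lines (two-sided Fisher's exact test, p = 1.2e-111), and beside 35.6% of the changes to C found in O48 only. Changes to G had a run of G beside them in 25.3% of cases. This is consistent with reads that pass through such runs as the source of part of these calls. A mutation process that follows the transcribed strand is argued against, because changes to C prevailed over changes to G in genes on either strand, with 82.1% on the plus strand and 75.8% on the minus strand. Reads shared between paralogs are argued against for the changes to C, since their median depth in ΔDSM-O48-1 was 22 reads and that of sites homozygous in all 3 lines was 31. For the changes to A, G or T this cannot be told apart from other sources, because 26.7% of these sites were deeper than 46.5 reads, against 5.53% of the shared homozygous sites, while the median depth was the same at 31. The remaining changes to C, without a run nearby, have no tested explanation.

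Heterozygous substitutions carried by all 3 lines numbered 3439, although the lines were grown as haploid cells. They lay in 429 genes, of which 40 held 50% of them, led by *Heatr7b1* with 181, *Vmn2r121* with 100, *Vmn2r115* with 92, *Muc4* with 74 and *Vmn2r117* with 64. Their median depth in O48 was 69 reads, against 31 reads at sites homozygous in all 3 lines, which is consistent with reads shared between paralogs that the reference holds in fewer copies. Reads from other cells, such as cells of another mouse strain in the culture, are argued against as the main source, because they would add reads at all sites alike, while the median depth was at least 2.2 times that of the shared homozygous sites in every line. No biological explanation was tested.

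Homozygous substitutions carried by all 3 lines numbered 4053 and were concentrated in few regions. Of 557 bins of 5 Mb, 15 held 80% of them, while 80% of the exonic bases take 314 bins. Chromosome 11 held 30.0%, chromosome 2 held 19.5%, chromosome 3 held 18.9% and chromosome 4 held 9.87%. Blocks of this kind are consistent with variants of the strain of origin against the reference genome. Reads shared between paralogs are argued against as the main source, since the median depth in O48 was 31 reads, and 32 reads at the 22 sites homozygous only in ΔDSM-O48-1 and ΔDSMD-O48-2.

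Depth was compared for the 18 chromosomes with at least 50 shared sites, which leave out chromosomes 13, 19 and Y. Over the 18, the median ratio of depth to O48 ranged from 0.881 to 1.07 in ΔDSM-O48-1 and from 0.868 to 1.02 in ΔDSMD-O48-2, without correction for library size. On chromosomes 2, 3, 9, 11, 14 and 18, most of the shared sites were homozygous in all 3 lines. There the ratios argue against gain of a chromosome in a mutant line, in a share of the cells large enough to raise depth. On the others most shared sites were not homozygous, such as on chromosome 1, with 18 homozygous among 757. Reads at such sites may be shared between paralogs, so for these chromosomes a gain cannot be judged.

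The other line-specific nonsynonymous changes of highest depth were R245G in *Sfi1*, S14P and E42D in id77606, R307H and R120Q in id168241, R88C in *Gm17019* and E219D in *Sp110*. The alternate share was highest for E42D in id77606, with 13.3% of reads in ΔDSM-O48-1. At E219D in *Sp110* the alternate base was in 6.23% of reads of O48, 7.71% of ΔDSM-O48-1 and 6.78% of ΔDSMD-O48-2, yet only ΔDSM-O48-1 has a heterozygous genotype there. R88C in *Gm17019* was likewise in 10.1% of reads of O48, which has the reference genotype.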
